# CCN2 Aggravates the Immediate Oxidative Stress–DNA Damage Response following Renal Ischemia–Reperfusion Injury

**DOI:** 10.3390/antiox10122020

**Published:** 2021-12-20

**Authors:** Floris A. Valentijn, Sebastiaan N. Knoppert, Georgios Pissas, Raúl R. Rodrigues-Diez, Laura Marquez-Exposito, Roel Broekhuizen, Michal Mokry, Lennart A. Kester, Lucas L. Falke, Roel Goldschmeding, Marta Ruiz-Ortega, Theodoros Eleftheriadis, Tri Q. Nguyen

**Keywords:** acute kidney injury, ischemia–reperfusion injury, oxidative stress response, DNA damage response, cell cycle arrest, cellular communication network factor 2

## Abstract

AKI, due to the fact of altered oxygen supply after kidney transplantation, is characterized by renal ischemia–reperfusion injury (IRI). Recent data suggest that AKI to CKD progression may be driven by cellular senescence evolving from prolonged DNA damage response (DDR) following oxidative stress. Cellular communication factor 2 (CCN2, formerly called CTGF) is a major contributor to CKD development and was found to aggravate DNA damage and the subsequent DDR–cellular senescence–fibrosis sequence following renal IRI. We therefore investigated the impact of CCN2 inhibition on oxidative stress and DDR in vivo and in vitro. Four hours after reperfusion, full transcriptome RNA sequencing of mouse IRI kidneys revealed CCN2-dependent enrichment of several signaling pathways, reflecting a different immediate stress response to IRI. Furthermore, decreased staining for γH2AX and p-p53 indicated reduced DNA damage and DDR in tubular epithelial cells of CCN2 knockout (KO) mice. Three days after IRI, DNA damage and DDR were still reduced in CCN2 KO, and this was associated with reduced oxidative stress, marked by lower lipid peroxidation, protein nitrosylation, and kidney expression levels of Nrf2 target genes (i.e., HMOX1 and NQO1). Finally, silencing of CCN2 alleviated DDR and lipid peroxidation induced by anoxia-reoxygenation injury in cultured PTECs. Together, our observations suggest that CCN2 inhibition might mitigate AKI by reducing oxidative stress-induced DNA damage and the subsequent DDR. Thus, targeting CCN2 might help to limit post-IRI AKI.

## 1. Introduction

Acute kidney injury (AKI) that requires renal replacement therapy is associated with over 50% mortality, and the severity of AKI in hospitalized patients correlates to mortality, length of hospital stay, and healthcare costs [1,2]. In addition, AKI predisposes to chronic kidney disease (CKD) development later in life, in part due to the excessive fibrosis associated with tubular injury [3]. Ischemia–reperfusion injury (IRI) is a leading cause of AKI, which occurs in 30–50% of patients receiving deceased donor kidneys and, in this context, often leads to delayed graft function [4,5]. Understanding the immediate pathophysiological changes that underlie IRI in the acute phase is paramount for identifying early intervention options to limit subsequent AKI to CKD progression.

During renal IRI, excessive amounts of reactive oxygen species (ROS) are produced [6,7]. ROS induce DNA damage and, consequently, lead to a DNA damage response (DDR) to facilitate cell repair and regeneration of the injured tubules through DNA repair or apoptosis [8,9]. However, a subset of cells fails to go into apoptosis, despite unresolved DNA damage, resulting in persistent DDR and senescence [10]. Senescent cells alter their microenvironment through a proinflammatory and profibrotic secretome dubbed the senescence-associated secretory phenotype (SASP), thereby affecting organ morphology and function [11]. Preventing cellular senescence by interfering with senescent-associated intracellular pathways has been proposed as a novel strategy to prevent progression to CKD [12].

Cellular communication network factor 2 (CCN2), previously known as connective tissue growth factor (CTGF), is a well-known modulator in CKD development [13,14]. CCN2 is a matricellular protein involved in various processes including matrix biology, angiogenesis, inflammation, cell proliferation, hypoxia sensing, senescence, and apoptosis [15,16,17,18,19]. Furthermore, CCN2 is associated with DDR and subsequent cellular senescence in delayed graft function and chronic allograft dysfunction following kidney transplantation and in experimental IRI [20], and it is also a potent inducer of vascular oxidative stress [21].

Differential regulation of gene expression in multiple signaling pathways associated with CCN2 in the immediate response, 4 h after experimental IRI led us to hypothesize that CCN2 can contribute to oxidative stress-induced DDR in the immediate phase during IRI. To elucidate this hypothesis, we assessed kidney function, damage, DDR, and oxidative stress markers in wild-type (WT) and CCN2 knockout (KO) mice 4 h and 3 days after IRI. In addition, we also evaluated the effect of CCN2 treatment in mice and of CCN2 silencing in an IRI-like model in cultured renal epithelial cells.

## 2. Materials and Methods

### 2.1. Animals

Experiments were performed according to the European community guidelines for animal experiments and the ARRIVE guidelines and with consent of the Experimental Animal Ethics Committee of the University of Utrecht, The Netherlands [22]. Generation of tamoxifen-inducible CCN2 full-knockout mice is extensively described elsewhere [23]. In brief, CCN2^Flox/Flox^ mice were crossbred with ROSA26CreERT2 mice (Gt(ROSA)26Sor^tm(cre/ERT2)Tyj^/J, The Jackson Laboratory, Maine, USA), both on a C57Bl6/J background. Male 12–14 week old mice received four intraperitoneal injections on alternate days over a course of 7 days with either 100 μL corn oil (Sigma–Aldrich, St. Louis, MO, USA) or 100 μL of 10 mg/mL tamoxifen–corn oil solution (Sigma–Aldrich, St. Louis, MO, USA). After the last injection, a 14 day washout period was followed by the IRI operation. Sample sizes were based on published studies and pilot experiments. [24] 

### 2.2. Ischemia–Reperfusion Injury Model

The surgical procedures were executed as previously described [24]. In short, renal pedicles were located through an abdominal midline incision and bilaterally clamped for 25 min with atraumatic neurovascular clamps. Clamping and subsequent reperfusion associated color changes were visually confirmed. IRI mice without color changes were excluded from further analyses. Sham operated animals underwent the same procedure with the exception of the pedicle clamping. The operations were executed under 2% isoflurane anesthesia, and body temperature was maintained at 37 °C. After 4 h, mice were euthanized by a lethal dose of a ketamine–xylazine–acepromazine injection, and the plasma and organs were collected and stored at −80 °C.

### 2.3. Mouse Recombinant CCN2 Model

CCN2 administration studies were performed in 3 month old male C57Bl/6 mice as previously described [25]. Mice received 2.5 ng/g body weight recombinant human CCN2 (corresponding to the C-terminal module IV of CCN2; MBL International Corporation, Woburn, MA, USA) or saline by intraperitoneal administration.

### 2.4. Cell Culture

Mouse primary renal PTECs (RPTECs, cat. no. C57-6015, Cell Biologics, Chicago, IL, USA) were cultured as described previously using a GasPak EZ Anaerobe Container System with Indicator (cat. no. 26001, BD Biosciences, S. Plainfield, NJ, USA) [26]. Gene silencing was performed using a predesigned siRNA corresponding to CCN2 (siRNA ID MSS274358, Thermo-Fisher, Waltham, MA, USA) according to the manufacturer’s protocol. In short, sub-confluent cells were transfected in Opti-MEM reduced serum medium (Invitrogen, Waltham, MA, USA) for 24 h with 5 ng/mL siRNA using 50 nM lipofectamine RNAi-MAX (Invitrogen, Waltham, MA, USA), followed by a 24 h incubation in 20% FBS medium and a 24 h incubation in serum-free medium. Controls were non-transfected cells treated with lipofectamine vehicle. Cells were subjected to 24 h of anoxia and 2 h of reoxygenation.

### 2.5. Plasma Urea

Plasma urea was measured using the colorimetric assay conform manufacturer’s protocol (DiaSys, Holzheim, Germany).

### 2.6. Histology and Immunohistochemistry

Renal tissue was fixed in a buffered 4% formalin solution for 24 h and, subsequently, embedded in paraffin blocks. Sections were mounted on adhesive slides (Leica Xtra) and rehydrated through a series of xylene and alcohol washes after which slides were rinsed in distilled water.

For periodic acid-Schiff (PAS) staining, standard procedures were used (Dako, Glostrup, Denmark). Immunohistochemistry (IHC) for gamma H2AX (γH2AX), 4-hydroxynonenal (4-HNE), and Bcl-xL were performed as described elsewhere [27,28,29]. IHC for serine 15 phosphorylated p53 (p-p53) and nitrotyrosine was set-up based on the manufacturer’s protocol. First, endogenous peroxidase was blocked using H_2_O_2_, followed by antigen retrieval by boiling in pH6 citrate buffer and primary antibody incubation for two hours at room temperature (anti-γH2AX (p Ser139), Novus Biologicals NB100-2280, 1:500; anti-p-p53 (p Ser15), R&D Systems AF1043, 1:800; anti-Bcl-xL, Abcam ab178844, 1:16,000; anti-nitrotyrosine, Bioss bs-8551R, 1:500) or overnight at 4 °C (anti-4-HNE, Abcam ab46545, 1:150), diluted in 1% BSA blocking solution. For 4-HNE IHC, endogenous peroxidase was blocked after the primary antibody to prevent extra lipid oxidation. For p-p53, Bcl-xL, 4-HNE, and nitrotyrosine, secondary HRP-conjugated antibodies were applied and visualized using a Nova Red substrate (Vector Laboratories, Burlingame, CA, USA). For γH2AX, alkaline-phosphatase-conjugated antibody and liquid permanent red substrate (Dako) were used. Slides were counterstained with Mayer’s hematoxylin.

Slides were scanned (NanoZoomer, Hamamatsu, Japan) and images were acquired by taking photographs in ImageScope. For the assessment of ATN severity, a blinded pathologist (TQN)-graded cortical ATN severity using an arbitrary score ranging from 0 (i.e., none) to 3 (i.e., severe) on PAS-stained slides. ATN was scored based on loss of TECs, luminal debris, and mitotic activity. The score was displayed as the mean of the left and right kidney. Nuclear expression of γH2AX and p-p53 was quantitated in QuPath 0.2.3 (Edinburgh, Scotland) by counting the number of IHC-positive cells, relative to the number of hematoxylin stained nuclei in whole slides [30]. Total expression of p-p53, 4-HNE, nitrotyrosine, and Bcl-xL was quantitated in QuPath by setting a pixel classifier based on selected annotations corresponding to positive and negative areas, resulting in the percentage of positive area relative to total tissue area in whole slides.

### 2.7. RNA-Seq

Full transcriptome RNA-sequencing was performed on a cDNA library constructed from RNA extracted from 18 selected samples of kidney cortex (4 WT sham; 4 WT IRI; 4 KO sham; 6 KO IRI). mRNA was isolated using NEXTflex Poly(A) Beads (Bioo Scientific, Austin, TX, USA). Libraries were prepared using the Rapid Directional RNA-Seq Kit (NEXTflex), looped in equimolarly and sequenced on Illumina NextSeq500 to produce single-end 75 base long reads, and read-count analysis was performed by the Utrecht DNA Sequencing Facility (Utrecht, The Netherlands). RNA-seq reads were aligned to the reference genome GRCm38 using STAR version2.4.2a (Cold Spring Harbor, NY, USA) [31]. Read groups were added to the BAM files with Picard’s AddOrReplaceReadGroups v1.98 (Broad Institute, Cambridge, MA, USA). The BAM files were sorted with Sambamba v0.4.5, and transcript abundances were quantified with HTSeq-count version0.6.1p1 using the union mode [32]. Subsequently, reads per kilobase of transcript per million mapped reads (RPKM’s) were calculated with edgeR’s RPKM function [33]. The full data set with RPKM values was deposited in the GEO database (accession number: GSE186316).

Differentially expressed genes were identified using the DESeq2 package with standard settings [34]. False discovery rate (FDR) adjusted *p*-values were used to determine significance [35]. Pathway enrichment analysis was performed using Gene Set Enrichment Analysis (GSEA; MSigDB, UC San Diego, CA, USA) [36]. GSEA analysis was performed on the expression data set file containing quantile normalized log2 transformed RPKM values, the Hallmarks and KEGG gene sets databases and the “Mouse_Symbol_with_Remapping_to_Human_Orthologs” chip platform. Gene sets with an FDR < 25% were identified as significantly enriched and ranked based on the normalized enrichment score (NES). A full list of differentially expressed genes (DEGs) and enriched pathways between all groups is included in Supplementary Table.

### 2.8. Quantitative Real-Time PCR

Full RNA was extracted from kidney cortical poles using TRIzol Reagent (Thermo-Fisher, Waltham, MA, USA). RNA purity and quantity were determined using the NanoDrop 2000 (Thermo-Fisher). Using 3 μg RNA per kidney, a cDNA library was synthesized with SuperScript III reverse transcriptase (Thermo-Fisher). Relative RNA expression levels were determined on a ViiA 7 real-time PCR system (Applied Biosystems, Pleasanton, CA, USA). The SYBR green primer sequences and TaQman probes used for quantitative real-time polymerase chain reaction (qPCR) are shown in Table S1. TATA-box binding protein (TBP) was used as internal reference gene. Samples were run in duplicate. Samples free of mRNA and reverse transcriptase were used to control for potential contamination of the reaction. The ΔΔCT method was used to calculate relative expression levels.

### 2.9. Western Blot

Cultured RPTECs were lysed and Western blot analysis was routinely performed as described previously [26]. Experiments were repeated three times. Membranes were incubated with antibodies specific for the following proteins: 4-HNE (1:500; Abcam ab46545), nitrotyrosin (1:500; Bioss bs-8551R; Bcl-xL (1:500; Abcam ab178844), HMGB1 (1:500; Proteintech 10829-AP-1), p-p53 (1:1000, Cell Signaling Technology #9284), and β-actin (1:2500; Cell Signaling Technology #4967).

### 2.10. MDA Assay

Lipid peroxidation was assessed in RPTECs cultured in 6-well plates. At the end of the reoxygenation period, malondialdehyde (MDA), the end product of lipid peroxidation, was measured fluorometrically in cell extracts with the Lipid Peroxidation (MDA) Assay Kit (cat. no. ab118970, Abcam, Cambridge, UK). Before MDA measurement, a Bradford assay was performed to adjust lysate volumes to equal protein concentration. These experiments were performed six times.

### 2.11. Statistical Analysis

Two-way ANOVA with post hoc Tukey correction was used to compare means of the various parameters in all 4 groups at both time points. Discrete dependent variables were tested non-parametrically with the Kruskal–Wallis test (ATN grade). Correlation of two independent variables was assessed using Pearson. Values exceeding >1.5 interquartile ranges from the mean were labeled as outliers and excluded. Data that showed abnormal distribution (i.e., right skewness) were log-transformed. Otherwise, normal distribution was assumed. The homogeneity of variances was tested with Levene’s test because of unequal sample sizes. All statistical analyses were executed using the statistical program SPSS (IBM SPSS Statistics 25). Error bars represent SEM, and *p*-values smaller than 0.05 were considered statistically significant.

## 3. Results

### 3.1. CCN2 Deletion Did Not Reduce IRI-Induced Functional Decline and Acute Tubular Necrosis 4 h after IRI

To evaluate CCN2-mediated changes in immediate IRI, a 4 h IRI model was conducted using tamoxifen-inducible CCN2 full KO mice (Figure 1A). Tamoxifen-induced recombination resulted in 77% reduction in CCN2 mRNA in both sham and IRI kidneys (*p* = 0.005 and *p* = 0.008, respectively; Figure S1A). Plasma urea increase upon IRI was similar in WT and in CCN2 KO mice (Figure S1B). Histological examination revealed IRI-induced acute tubular necrosis, but no significant difference between WT- and CCN2 KO IRI mice (Figure S1C). Concordantly, tubular injury markers KIM-1, NGAL, and SOX9 were equally upregulated in CCN2 KO IRI and WT IRI kidneys (Figure S1D–F).

### 3.2. CCN2 Regulated Gene Transcription of Several Signaling Pathways 4 h after IRI

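Ctgf, the gene that encodes CCN2, was measured in cortex RNA of every kidney and lies on chromosome 10 of GRCm38 from 24595442 to 24598683. Its deposited log2 RPKM was 2.65, 3.95, 3.91 and 4.26 in the 4 kidneys labelled WT sham and 2.87, 2.95, 3.92 and 3.91 in the 4 labelled CCN2 KO sham. It was 4.95, 5.02, 4.41 and 3.92 in the 4 kidneys labelled WT IRI and 5.04, 3.75, 4.16, 4.33 and 3.86 in the 5 labelled CCN2 KO IRI. After IRI the means were 4.23 ± 0.51 (SD, n = 5) under the CCN2 KO label and 4.58 ± 0.51 (n = 4) under the WT label. Their log2 difference of −0.35 did not pass a two-sided exact permutation test (p = 0.294). It corresponds to a change of −21.4%, with a confidence interval (level 0.05) from −52.7% to 30.7%. In sham kidneys the means were 3.41 ± 0.58 (SD, n = 4) and 3.69 ± 0.71 (n = 4), with a log2 difference of −0.28 (exact permutation test, p = 0.571). This is a change of −17.7%, with a confidence interval (level 0.05) from −51.8% to 40.7%. The bounds nearest to the reduction found by qPCR in Figure S1A are −52.7% in IRI and −51.8% in sham kidneys. The qPCR measurement and the RNA-seq means both run toward less CCN2 mRNA in the KO groups, but the RNA-seq differences are smaller and did not pass. The highest Ctgf value after IRI, 5.04, belonged to a library labelled CCN2 KO IRI, with 5.02 the highest under the WT label. The paper's text does not name the floxed exons, and reads from exons that remain after recombination would count toward Ctgf. These gene-wide values therefore do not settle the labels, and the groups are named below by the labels of the deposited samples.
The kidneys came from male C57Bl6/J mice of 12 to 14 weeks with floxed CCN2 alleles and an inducible Cre. They received 4 injections of tamoxifen (CCN2 KO) or of corn oil (WT), so that the drug and the genotype cannot be separated, and then had 14 days of washout. IRI kidneys were clamped for 25 min on both sides and taken 4 h after reperfusion. Poly(A)-selected RNA was sequenced, and the authors aligned the reads to GRCm38 with STAR 2.4.2a and counted them per gene with HTSeq 0.6.1p1. They deposited quantile-normalized log2 RPKM with a floor of −3.32, an RPKM of 0.1. Of 38293 genes in the deposited table, 12608 exceeded an RPKM of 1 in at least 4 of the 17 kidneys and were tested. Groups were compared on the deposited log2 values with limma, in 1 model of the 4 groups, and p-values were adjusted over the genes tested. Read totals per kidney were not available here, so the depth behind each value is unknown. Kidneys of 1 group correlated with each other at 0.915 to 0.961 (Pearson r across genes).

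**Figure D1:**
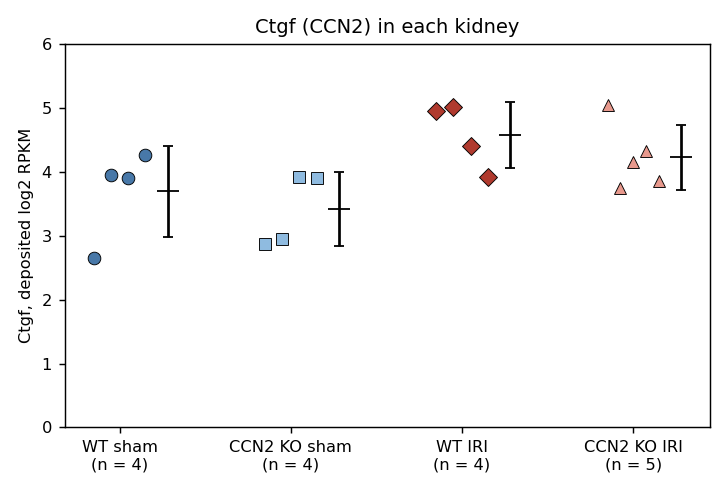
Deposited log2 RPKM of Ctgf in each kidney, as points by labelled group, with the mean and SD of each group beside them. The kidneys labelled CCN2 KO IRI lie between 3.75 and 5.04, and those labelled WT IRI between 3.92 and 5.02.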

To find CCN2-related changes in primary major regulatory events associated with the immediate response to IRI in the renal cortex, full transcriptome RNA-sequencing was performed. According to the literature, distinct differential gene expression patterns can be recognized in the kidney, as early as three hours after IRI, but the increase of a pro inflammatory transcriptome in those reports was limited [37,38]. In order to allow sufficient time for alteration of transcriptome profile with limited risk of analyzing secondary regulatory mechanisms, we harvested kidneys 4 h after reperfusion.

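IRI set the kidneys apart along principal component 1, which held 30.5% of the variance among the 12608 genes. Kidneys labelled WT IRI scored 44.4 ± 3.5 (SD, n = 4) on it and WT sham kidneys −42.4 ± 6.7 (n = 4). Kidneys labelled CCN2 KO IRI lay between them at 24 ± 14.9 (n = 5), below every WT IRI kidney (two-sided exact permutation test, p = 0.0159). Of these, replicate 33D6 scored −1.7 and the other 4 between 23.4 and 34.3. Component 2, with 11.3% of the variance, parted the IRI kidneys by label. It placed CCN2 KO IRI at −23.4 ± 7.5 (SD, n = 5) and WT IRI at 24.4 ± 15.5 (n = 4), with no overlap (exact permutation test, p = 0.00794, the smallest that 5 against 4 kidneys allow). Sham kidneys labelled CCN2 KO scored −31.9 ± 9.8 on component 1 and −8.8 ± 15.4 on component 2 (SD, n = 4). For WT sham kidneys the second score was 13.7 ± 16.6 (n = 4), and the sham groups overlapped on both components (exact permutation tests, p = 0.114 and 0.143). Within each title prefix, 32 or 33, every CCN2 KO sham kidney scored above the WT sham kidneys on component 1 and below them on component 2. With labels exchanged only within a prefix, a test chosen after seeing the data, p was 0.0556 for both, the smallest that 36 divisions allow.
The same comparisons were made on distances over all genes, without reducing them to components. The label accounted for 26.1% of the squared distance among the IRI kidneys, and no other division into 5 and 4 exceeded 23.4% (exact permutation test, p = 0.00794). Among the sham kidneys it accounted for 15.8%, where 14.3% would be expected with no difference and another division reached 18.5% (exact permutation test, p = 0.171; the smallest possible with 4 against 4 is 0.0286).

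**Figure D2:**
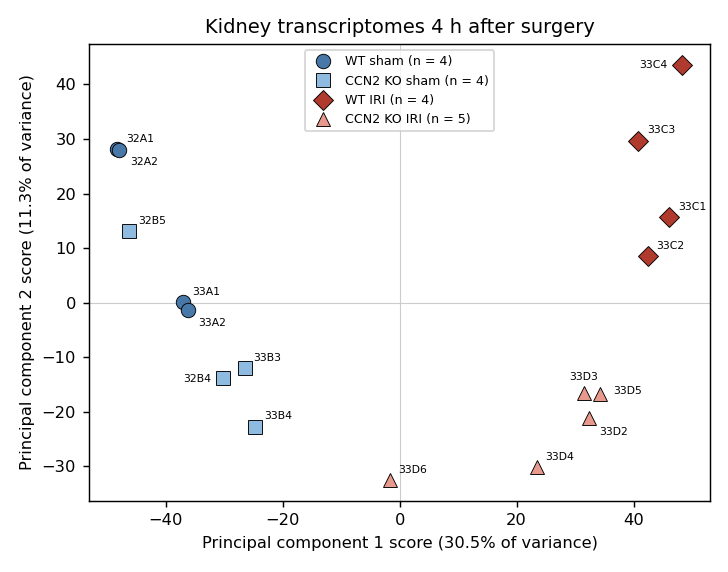
Scores of the 17 kidneys on principal components 1 (30.5% of variance) and 2 (11.3%), centred and unscaled, marked by labelled group and replicate. WT IRI kidneys lie at or above 40.7 on component 1, and all CCN2 KO IRI kidneys lie at or below −16.5 on component 2.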

Principal component analysis (PCA), as a method to identify similarities and differences in overall gene expression, showed that the data clearly segregated WT IRI, CCN2 KO IRI, and SHAM groups, but no evident sub-clusters formed when comparing WT SHAM with CCN2 KO SHAM mice (Figure 1B). 

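Immediate early genes and AP-1 components, which are switched on within minutes of stress, were lower as a list in kidneys labelled CCN2 KO IRI than in WT IRI kidneys. Ier2 fell by 1.86 on the log2 scale, from 5.26 ± 0.28 (SD, n = 4) to 3.4 ± 0.58 (n = 5, limma adjusted p = 0.000908). Btg1, an antiproliferative early gene, fell by 1.59 (standard error 0.21, adjusted p = 0.000994). The AP-1 subunits Junb and Jund fell by 1.53 and 1.35, which is 2.89-fold and 2.56-fold. For each of these 4 genes every CCN2 KO IRI kidney was below every WT IRI kidney. Of 28 genes on the list of this class, 15 were lower and none was higher, or 21 adjusted over the list alone. Their median log2 difference was −1.34 (limma's camera, adjusted p = 6.92e-12, and adjusted p = 0.373 with an estimated correlation). With an estimated correlation camera passed 0 lists in each comparison, WT IRI against WT sham included. There this list had a median of 2.51 and still missed (adjusted p = 0.196). A miss by that test therefore does not decide against a list.
Genes of the loop of Henle, the distal convoluted tubule and proximal tubule segments S1 and S2 were higher as lists in kidneys labelled CCN2 KO IRI by camera, though not with an estimated correlation (adjusted p = 0.603, 0.417 and 0.417). Those of segment S3 (median 0.43, camera adjusted p = 0.0796) and of the collecting duct (0.29, 0.33) did not pass, and the water channel gene Aqp2 was lower by 0.87, a call lost without 33C1, 33C3, 33C4, 33D2, 33D4 or 33D6 (adjusted p at most 0.0998). Egf, a product of the distal nephron, was 7.5 ± 0.57 (SD, n = 5) against 5.58 ± 0.59 (n = 4), a log2 difference of 1.92 (standard error 0.37, limma adjusted p = 0.00707). Loop of Henle genes included Umod at 1.36, the cotransporter Slc12a1 at 1.09 and the potassium channel Kcnj1 at 1.07. Of that list, 5 of 12 genes were higher and none was lower (6 higher and 1 lower adjusted over the list alone). The list was already higher in CCN2 KO sham than in WT sham kidneys, with a median of 0.43 (camera adjusted p = 0.0237). With an estimated correlation it did not pass there (adjusted p = 0.933). Its difference of responses to IRI had a median of 0.25 and did not pass (camera adjusted p = 0.47). In the distal convoluted tubule, where 5 of 12 genes were higher (7 adjusted over the list alone), Tmem52b differed by 1.25, the kinase Wnk1 by 1.05 and the thiazide-sensitive Slc12a3 by 1.00. The proximal tubule regulator Hnf4a was higher by 0.89 and its endocytic receptor Lrp2 by 0.44, and 3 of 18 segment S1 and S2 genes passed the test (6 adjusted over the list alone).
The lists of fibroblasts and pericytes and of endothelium were higher by camera as well, and again not with an estimated correlation (adjusted p = 0.417 and 0.603). Col3a1, a fibrillar collagen, differed by 1.68 and Dcn by 0.84, and 5 of 15 fibroblast and pericyte genes were higher (6 adjusted over the list alone). Among 15 endothelial genes 6 were higher (8 adjusted over the list alone), including Pecam1 at 1.09 and the receptor Tie1 at 0.72. Against sham the endothelial list had a median of −0.68 in WT kidneys (camera adjusted p = 0.00189) and −0.29 under the CCN2 KO label (0.225). For the fibroblast and pericyte list these medians were −0.37 (0.224) and 0.09 (0.997). Neither list thus rose past the test from sham under the CCN2 KO label. The 5 compartment lists had median differences of 0.74, 0.55, 0.31, 0.71 and 0.61 in the order given, with camera adjusted p = 0.00717, 0.00118, 0.00259, 0.00219 and 0.0013. No list passed with an estimated correlation, and the label of the kidneys carries the limit given for Ctgf.
In all, 907 genes were higher and 639 lower in kidneys labelled CCN2 KO IRI at an adjusted p under 0.05, together 12.3% of 12608. The groups did not overlap for 725 of the higher and 489 of the lower genes, and for 2183 genes (17.3%) whether called or not, where chance gives 1.59%. Differences rose with gene length (Spearman 0.242 across genes, which are not independent replicates), with a median of −0.18 in the quartile of shortest genes and 0.08 in that of the longest. The total depended on single kidneys: it was 351 without replicate 33C4, 599 without 33C3, 942 without 33C1, 861 without 33D4, 749 without 33D6 and 1034 without 33D2. Of the 17 genes named here other than Aqp2, 10 passed without 33C4, 13 without 33C3, and 14 without 33D4 or 33D6. Lrp2 alone was lost without 33C1 or 33D2, and adjusted p reached at most 0.138.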

Pairwise comparison of transcriptome reads between WT IRI and CCN2 KO IRI mice yielded a total of 4167 differentially expressed genes (DEGs) (Table S2, of which 2169 genes were significantly downregulated and 1998 upregulated in CCN2 KO IRI mice (Figure 1C). DEGs with the largest fold down- or upregulation are presented in Table S3. 

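Among genes with a mean above an RPKM of 1 over all 17 kidneys, the largest decreases in kidneys labelled CCN2 KO IRI included chemokine and stress genes. Cxcl1, a neutrophil chemoattractant, was 3.68 ± 1.11 (SD, n = 5) against 6.36 ± 0.61 (n = 4) in WT IRI kidneys, which is 6.43-fold lower (limma adjusted p = 0.0183). Chac1, a glutathione-degrading enzyme induced by ATF4, was 6.19-fold lower, with a wide spread of 0.99 to 5.80 in the CCN2 KO IRI group (mean 3.69, adjusted p = 0.03). Replicate 33D6 lay lowest of its group for both genes, at 1.78 for Cxcl1, and both differences were smaller without it. Gdf15, a stress cytokine, fell by 2.45 on the log2 scale with a standard error of 0.50. Rap2b, a small GTPase and p53 target, was 0.93 ± 0.71 against 3.32 ± 0.17, a log2 difference of −2.39 (standard error 0.28, limma adjusted p = 0.000887). The transcription factors Maff, Fosl1 and Atf3 fell by 2.37, 2.27 and 2.26, and by less without 33D6, which lay lowest for each. The phosphatase gene Dusp5, the stress phosphatase regulator Ppp1r15a, the early gene Ifrd1, and Erdr1 followed, with log2 differences of −1.98, −1.87, −1.86 and −1.85.
Among the largest increases, Klhdc7a was 4.46 ± 0.56 (SD, n = 5) against 2.59 ± 0.47 (n = 4), a difference of 1.87 (adjusted p = 0.000954). The cyclin gene Ccnd1 was higher by 1.73 (standard error 0.23) and the collagen gene Col1a1 by 1.71. The fatty acid hydroxylase Cyp2u1 differed by 1.67, and the BMP antagonist Sostdc1, made by distal tubules, by 1.60. Bsnd, a subunit of distal chloride channels, was 4.11 ± 0.43 against 2.54 ± 0.34, and the lipid synthesis enzyme Gpam was 4.04 ± 0.31 against 2.54 ± 0.25. In WT sham and CCN2 KO sham kidneys the means were 4.27 and 4.4 for Klhdc7a and 1.12 and 1.63 for Col1a1. They were 4.82 and 4.77 for Bsnd and 3.47 and 3.41 for Gpam. For each gene named here as higher the WT IRI mean lay below both sham means, so the differences are at least in part decreases in WT IRI kidneys. Fads6 and Flrt1 were higher by 1.50 and 1.47. Folr2, a folate receptor of resident macrophages, was higher by 2.16, but its standard error was 0.50 because WT IRI replicate 33C3 lay at the floor (1.37 without it, below the others).
These are the genes with the largest differences among those past the test whose groups did not overlap and whose mean over all kidneys exceeded an RPKM of 1. Genes with a lower mean could differ more, such as Sprr2f (−3.65) and Areg (−2.75), for which replicate 33D6 lay at the floor (−2.75 and −1.76 without it). Egf, Ier2 and Col3a1 also belong to the 24, and 3 predicted genes were passed over. Without replicate 33C4, 17 of the 24 passed the test, and 20 passed without 33C3 and 21 without 33C1. Chac1 and Erdr1 were lost without 33D4 or 33D6, and Erdr1 without 33D2, at an adjusted p of at most 0.105.

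**Figure D3:**
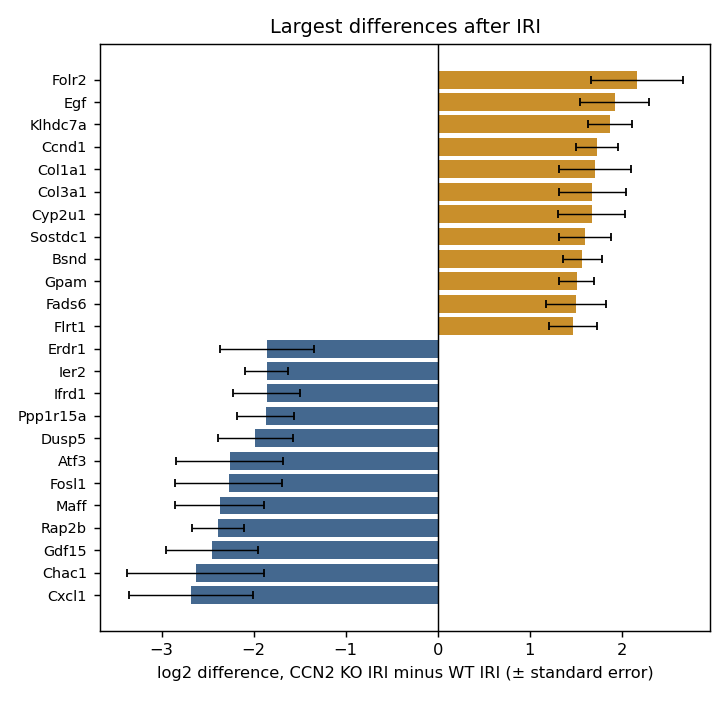
Log2 difference of each of the 24 genes, CCN2 KO IRI minus WT IRI, with bars for the limma standard error. Cxcl1 lies lowest at −2.68 and Folr2 highest at 2.16.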

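Without IRI, several short RNAs that lack a poly(A) tail had lower values in kidneys labelled CCN2 KO than in WT kidneys, with none past the test. Rn7sk, which holds back transcription elongation, was 8.29 ± 0.46 (SD, n = 4) in CCN2 KO sham and 9.81 ± 0.34 (n = 4) in WT sham kidneys. Rmrp, the RNA of a ribonuclease that processes ribosomal RNA, was 5.95 ± 0.45 against 7.59 ± 0.55. Neither difference, −1.52 for Rn7sk and −1.63 for Rmrp, passed the test over all genes (limma adjusted p = 0.177 and 0.192), and Rpph1 at −1.23 did not pass it either (0.224). Of 11 genes on the list of such RNAs none passed alone, 6 were lower adjusted over the list alone, and the median was −1.23 (camera, adjusted p = 0.00106, and adjusted p = 0.871 with an estimated correlation). Members of the list went both ways, from −2.68 for Snord118 to 1.55 and 1.70 for Rny1 and Rny3, which are named after their values were seen, and the list includes the coding gene Lars2.
Among coding genes, the clock-controlled repressor Ciart was 2.35 ± 0.49 (SD, n = 4) against 3.47 ± 0.36 (n = 4). Zkscan3, a repressor of autophagy genes, differed by −0.83, the laminin chain Lama5 by −0.77 and the ubiquitin ligase Trim7 by −0.69. Ndrg1, a hypoxia-inducible gene, was 8.61 ± 0.41 against 7.65 ± 0.19, and the heparan sulfate sulfotransferase Hs2st1 was higher by 0.78 and the protein kinase A subunit Prkacb by 0.52. For Ciart, Zkscan3, Trim7, Ndrg1, Hs2st1 and Prkacb the adjusted p was 0.15, the lowest of any gene in this comparison, and for Lama5 it was 0.169.
No gene passed an adjusted p under 0.05 with limma, while 1640 genes had an unadjusted p under 0.05 (872 higher and 768 lower). With limma fitted to the 2 groups alone 1 gene passed (Gm22620), and with the title prefix of the animals as a block 5 (Gm22620, Ndrg1, Rn7sk, Snord17 and Tldc2). With sample weights 6 passed, namely Ciart, Hs2st1, Ndrg1, Prkacb, Adar and Glis1. Gm22620, Snord17, Tldc2, Adar and Glis1 are named only because they passed, after their values were seen. The groups did not overlap for 594 genes, or 4.7%, where chance gives 2.86%. Replicate 32B5 decided the count: without it 136 genes passed, among them Ciart at 0.0094, Prkacb at 0.0116, Hs2st1 at 0.0262, Ndrg1 at 0.0263 and Rn7sk at 0.0468. With each sham kidney left out in turn, the adjusted p of Ciart reached 0.352 and that of Rn7sk 0.384. Without 32A1 it was 2 genes (Ugt2b37 and Gm26779, likewise named after their values were seen), and without any other single sham kidney it was 0. Of the genes listed for this comparison in Table S2, 21 were measured as 1 list, and 6 were higher and 15 lower adjusted over the list alone, with a median of −0.69 (camera, adjusted p = 2.34e-05, and adjusted p = 0.068 with an estimated correlation). That list was chosen by the study from these kidneys and is no independent evidence. Loop of Henle genes were higher as a list, with a median of 0.43 (adjusted p = 0.0237, and adjusted p = 0.933 with an estimated correlation; 0 adjusted over the list alone), but not without 32A2 or 32B4 (at most 0.347). Focal adhesion genes had a median of 0.13 (adjusted p = 0.0492, and adjusted p = 0.933 with an estimated correlation; 0 adjusted over the list alone), and the call was lost without 32A1, 33A1 or 33B4 (at most 0.17).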

In sham mice, a total of 21 DEGs were identified of which 15 downregulated and six upregulated in CCN2 KO SHAM compared to WT SHAM (Figure 1C).

Gene set enrichment analysis (GSEA) on DEGs in CCN2 KO IRI compared to WT IRI mice using the Hallmarks and the Kyoto Encyclopedia of Genes and Genomes (KEGG) databases identified significant enrichment of 16 pathways with the WT IRI phenotype (Figure S2A) and 18 pathways with the KO IRI phenotype (Figure S2B) [39]. 

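Antigen presentation genes were higher as a list in kidneys labelled CCN2 KO IRI than in WT IRI kidneys by camera, though not with an estimated correlation. Cd74, the invariant chain of MHC class II, was 6.56 ± 0.63 (SD, n = 5) against 5.24 ± 0.69 (n = 4), a log2 difference of 1.32 (limma adjusted p = 0.0137). The class II genes H2-Aa, H2-Eb1 and H2-DMb1 were higher by 1.27, 1.10 and 0.87. Of 24 genes on this list 7 were higher (11 adjusted over the list alone) and none was lower, with a median of 0.34 (camera, adjusted p = 3e-05, and adjusted p = 0.373 with an estimated correlation). Against sham its median was −0.42 in WT kidneys (camera adjusted p = 0.0619) and 0.23 under the CCN2 KO label (0.196). Class II genes are made by macrophages and dendritic cells, whose markers had a median of 0.79 (adjusted p = 0.0894, and 0.0158 after the trend on exon length was removed), with C1qa higher by 1.25 (lost without 33C1, 33C3, 33C4, 33D2 or 33D4, adjusted p at most 0.144).
Matrix genes followed. Thbs1, which encodes thrombospondin 1, was 4.11 ± 0.3 (SD, n = 5) against 3.08 ± 0.27 (n = 4, adjusted p = 0.00389), and the laminin chains Lamb1 and Lamb2 were higher by 0.83 and 0.59. Of 41 matrix and receptor genes 14 were higher and none was lower (15 and 1 adjusted over the list alone), with a median of 0.36 (adjusted p = 0.000112, and adjusted p = 0.417 with an estimated correlation). Against sham the median of this list was −0.05 in WT kidneys (camera adjusted p = 0.47). Under the CCN2 KO label it was 0.38 (camera adjusted p = 4.19e-05, and 0.207 with an estimated correlation). Tns1 and Actn4, which tie integrins to actin, were higher by 0.73 and 0.38. Focal adhesion genes as a list had 6 of 31 higher and none lower (11 and 1 adjusted over the list alone), with a median of 0.25 (adjusted p = 0.013, and adjusted p = 0.514 with an estimated correlation). That list no longer passed after the trend on exon length was removed (median 0.19, adjusted p = 0.06).
As a list, lysosomal genes were higher too. The membrane protein Scarb2 and the hydrolase Hexa were higher by 0.82 and 0.77, while the cholesterol exporter Npc1 fell by 0.79. On this list of 40, 8 were higher and 1 lower (10 and 1 adjusted over the list alone; median 0.24, adjusted p = 0.00012, and adjusted p = 0.502 with an estimated correlation). Hyal1, which degrades hyaluronan, was higher by 0.92, and 4 of 14 glycosaminoglycan degradation genes were higher by either adjustment (4 adjusted over the list alone; median 0.29, adjusted p = 0.0013, and adjusted p = 0.502 with an estimated correlation). The lipid transporter Abca7 was higher by 0.45, and 4 of 26 ABC transporters were higher (7 and 1 lower adjusted over the list alone; median 0.27, adjusted p = 0.00873, and adjusted p = 0.417 with an estimated correlation). The call of the transporters was lost as well after the length correction (median 0.19, adjusted p = 0.056).
The interferon-induced Ifit2 was higher by 0.59. Of 25 interferon response genes 4 were higher and none was lower (4 adjusted over the list alone; median 0.33, adjusted p = 0.013, and adjusted p = 0.532 with an estimated correlation). That list missed the threshold without replicate 33C4 (adjusted p = 0.0691, with 0.00239 as the lowest of the other 8 values when 1 kidney was left out). The Notch ligands Dll1 and Jag1 were higher by 0.40 and 0.35. Of 27 Notch genes 2 were higher, none adjusted over the list alone, and the list did not pass (median 0.21, adjusted p = 0.118, and adjusted p = 0.603 with an estimated correlation), except without replicate 33C2 (0.0472, and up to 0.242 without others).
The themes of these lists were chosen by the study from these kidneys, so they are no independent evidence. Their members were written down by hand, because the Hallmark and KEGG sets were not available. Of the 17 genes named other than C1qa, 6 passed the test without replicate 33C4 and 10 without 33C3. Between 14 and 15 passed without 33C1, 33C2, 33D2, 33D4, 33D5 or 33D6, with an adjusted p of at most 0.152. Thbs1, Lamb1, H2-DMb1, Npc1, Hyal1 and Tns1 passed with any 1 kidney left out.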

WT IRI phenotype-enriched pathways included cytokine (TNFα and IL-6/JAK/STAT3), growth factor (TGFβ), and downstream transcription factor signaling (p53, PI3K/AKT/mTOR and mTORC1) as well as inflammatory response, hypoxia, and oxidative phosphorylation, suggesting overall lower activation of these pathways in CCN2 KO compared to WT IRI-mice.

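Targets of NF-κB and TNF were lower as a list in kidneys labelled CCN2 KO IRI than in WT IRI kidneys by camera, though not with an estimated correlation. Relb, an NF-κB subunit, was 1.94 ± 0.28 (SD, n = 5) against 3.31 ± 0.12 (n = 4), and Cebpb, a transcription factor of the acute phase, was 3.75 ± 0.6 against 5.6 ± 0.42 (limma adjusted p = 0.00245 for both). The NF-κB inhibitor Nfkbia and the adhesion molecule Icam1 fell by 0.62 and 0.59. Of 29 genes on this list 14 were lower and none was higher (19 lower and 2 higher adjusted over the list alone), with a median of −0.59 (camera, adjusted p = 2.91e-08, and adjusted p = 0.199 with an estimated correlation). In the inflammatory response list, the chemokine Cxcl10 fell by 1.84, tissue factor F3 by 1.81 and the cytokine Il15 by 1.06. There 6 of 15 were lower and none higher (6 and 1 adjusted over the list alone; median −0.67, adjusted p = 0.00259, and adjusted p = 0.373 with an estimated correlation).
Several p53 targets were lower. Gadd45a, which slows the cell cycle after DNA damage, was 5.42 ± 1.04 (SD, n = 5) against 7.26 ± 0.43 (n = 4), a log2 difference of −1.84 (limma adjusted p = 0.00933). Replicate 33D6 lay lowest at 3.76, within the CCN2 KO sham values of 3.64 to 4.15, and the other CCN2 KO IRI kidneys at 5.1 to 6.31. Gadd45a passed with any 1 kidney left out (adjusted p at most 0.0441). Epha2, Btg2 and the p53 ligase Mdm2 fell by 1.68, 1.55 and 0.70. Of 37 p53 targets 11 were lower and none was higher (11 and 1 adjusted over the list alone), with a median of −0.14 (adjusted p = 0.00367, and adjusted p = 0.417 with an estimated correlation). Among mTORC1 and ATF4 targets, Ddit3 fell by 1.68 and Atf4 by 1.07, and 4 of 29 were lower and none higher (5 adjusted over the list alone; median −0.20, adjusted p = 0.00266, and adjusted p = 0.603 with an estimated correlation).
Members of the remaining signaling lists went both ways, and none of these lists passed camera, although PI3K/AKT/mTOR passed by another test, fgsea (adjusted p = 0.0373). In IL-6/JAK/STAT3 signaling Cebpd and Bcl3 fell by 1.30 and 0.72, while Jak1 was higher by 0.42. On that list of 21, 3 were lower and 4 higher (4 and 6 adjusted over the list alone; median −0.10, adjusted p = 0.778, and adjusted p = 0.932 with an estimated correlation). For TGFβ signaling, Ski was higher by 0.46. The median of its 29 genes was 0.03, the mean −0.14 and the direction of the test downward, with 4 lower and 5 higher (5 and 6 adjusted over the list alone; adjusted p = 0.813, and adjusted p = 0.932 with an estimated correlation). For PI3K/AKT/mTOR signaling the initiation factor Eif4e fell by 0.50 and Tsc2 was higher by 0.45. Of its 34 genes 5 were lower and 2 higher (7 and 2 adjusted over the list alone), and the median was −0.01 and the mean −0.18 (adjusted p = 0.247, and adjusted p = 0.644 with an estimated correlation). Among hypoxia targets the kinase Pfkfb3 fell by 0.73 and the hexokinase Hk1 was higher by 0.76. Of these 28, 2 were lower and 2 higher by either adjustment (2 and 2 adjusted over the list alone; median 0, mean −0.03, adjusted p = 0.864, and adjusted p = 0.942 with an estimated correlation).
The study chose these themes on these kidneys. Of 25 leading genes of these lists, which include Gdf15, Chac1, Thbs1 and Ppp1r15a, 17 passed without replicate 33C4, 18 without 33C3 and 20 without 33C1 or 33D6. Between 22 and 24 passed without 33C2, 33D2, 33D4 or 33D5, with an adjusted p of at most 0.0929. From the enrichment of these pathways in WT IRI kidneys, the paper proposes that they were less active in CCN2 KO than in WT kidneys after IRI.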

### 3.3. CCN2 Deletion Reduced DNA Damage and p53 Activation 4 h after IRI

Oxidative stress in IRI involves excessive ROS production, driving DNA damage and a DDR involving p53 pathway’s activation [8,40,41]. Markers related to DNA damage, p53 signaling, and oxidative stress were analyzed by immunohistochemistry (IHC) and qPCR. Lower cell numbers positive for the double-strand break marker phosphorylated H2AX (γH2AX) were observed in CCN2 KO IRI kidneys compared to WT IRI kidneys, indicating reduced DNA damage (*p* < 0.005; Figure 2A). Additionally, p-p53 expression, indicative for DNA damage-induced p53 activation [42], was reduced by CCN2 KO (*p* = 0.01; Figure 2B). Furthermore, in CCN2 KO IRI kidneys, CCN2 mRNA correlated with p-p53 (*r* = 0.77; *p* = 0.04; Figure 2B). Of note, γH2AX and p-p53 were mainly expressed in tubular epithelial cells (TECs). However, although we observed upregulation of p53 transcriptional target genes GADD45A, an established immediate IRI response gene [43,44] and p21Cip1 (p21), CCN2 KO did not reduce the expression level of these genes on this time point (Figure 2C,D).

### 3.4. CCN2 Deletion Reduced DDR and Apoptosis Resistance 3 Days after IRI

To further evaluate the protective effects of CCN2 deletion, we performed a 3 day IRI model. In this model, we previously observed less DNA damage and p21 upregulation in CCN2 KO kidneys compared to WT kidneys 3 days after IRI [20]. Furthermore, CCN2 KO IRI kidneys had lower numbers of p-p53 positive cells (*p* = 0.02; Figure 3A) and reduced expression of GADD45A (*p* < 0.005; Figure 3B) 3 days after IRI. Expression of p-p53 was predominantly nuclear and mainly observed in TECs (Figure 3A,B). Additionally, gene and protein expression levels of anti-apoptotic mediator Bcl-xL (*p* = 0.04 and *p* = 0.02; respectively; Figure 4A,B) and gene expression level of HMGB1 (*p* < 0.005; Figure 4C) were reduced in CCN2 KO injured mice.

### 3.5. CCN2 Deletion Reduced Oxidative Stress Response 3 Days after IRI

The role of CCN2 in oxidative stress response was evaluated by assaying ROS production and redox signaling. The lipid peroxidation product 4-hydroxynonenal (4-HNE) and protein nitrosylation product nitrotyrosine, that mark ROS tissue levels, were not expressed 4 h after IRI (data not shown). IRI induced upregulation of ROS scavenging erythroid 2-related factor 2 (Nrf2 target) genes heme oxygenase 1 (HMOX1) and glutamate–cysteine ligase catalytic subunit (GCLC) (*p* = 0.009 and *p* < 0.005, respectively; Figure S3A,C) and tendencies for increased expression after IRI were observed for (NAD(P)H quinone dehydrogenase 1 (NQO1) and glutamate–cysteine ligase modifier subunit (GCLM), but no differences in expression levels were observed between CCN2 KO and WT IRI kidneys (Figure S3A–D).

However, in the later model, 3 days after IRI, CCN2 KO kidneys showed lower 4-HNE expression (Figure 5A; *p* < 0.005) and lower nitrotyrosine expression (Figure 5B; *p* < 0.005) indicating that CCN2 KO reduced excessive ROS production upon IRI. Expression of these oxidative stress markers was mainly observed in proximal tubules of the inner cortex. Furthermore, reduced mRNA levels of Nrf2 target genes HMOX1 and NQO1 were observed in CCN2 KO compared to WT IRI kidneys (*p* < 0.001 and *p* = 0.001; Figure 5C,D).

### 3.6. CCN2 Induced Oxidative Stress in Mouse Kidneys

To evaluate if CCN2 itself can induce an oxidative stress response, mice were injected with recombinant CCN2 and kidneys were harvested 24 h later. Kidneys from CCN2 injected mice showed an increase in 4HNE expression compared to control mice. (*p <* 0.05; Figure 6). Expression of 4-HNE was mainly observed in tubules (Figure 6).

### 3.7. CCN2 Silencing Reduces Oxidative Stress Induced by Anoxia–Reoxygenation Injury in PTECs

The direct impact of CCN2 on oxidative stress in renal tubular cells was evaluated by silencing CCN2 in primary murine RPTECs subjected to anoxia–reoxygenation (AR) injury, mimicking in vivo IRI [45], and showing a similar immediate upregulation of CCN2 [20]. AR-injured RPTEC showed more expression of p-p53, 4-HNE, and nitrotyrosine compared to control cells that were cultured under normoxic conditions, and p-p53 and 4-HNE expression were alleviated when CCN2 was silenced (Figure 7A). No marked differences in Bcl-xL or HMGB1 expression were observed (data not shown). Finally, AR-injured RPTEC showed increased levels of lipid peroxidation marker MDA compared to controls cells that were cultured under normoxic conditions, and this was alleviated when CCN2 was silenced (*p* < 0.005; Figure 7B). Taken together, silencing of CCN2 alleviated DDR and lipid peroxidation induced by anoxia–reoxygenation in-jury in cultured PTECs.

## 4. Discussion

Our observations in the immediate early response phase following experimental IRI identify CCN2-dependent enrichment of several signaling pathways involved in the stress response to IRI. This was evidenced by differential gene expression at 4 h after reperfusion, and follow-up analyses revealed that CCN2 deletion reduces DNA damage and DDR already at that time point, despite similar decline in kidney function and acute tubular damage. Subsequently, reduced DDR, anti-apoptosis and oxidative stress response were observed 3 days after IRI. Moreover, CCN2 silencing also reduced DDR and oxidative stress in cultured PTECs and intraperitoneally injected recombinant CCN2 induced oxidative stress in murine kidneys. CCN2 has previously been shown to contribute to vascular ROS generation [21], and to DDR and subsequent cellular senescence in delayed graft function and chronic allograft dysfunction following kidney transplantation, and in experimental IRI [20]. These novel findings suggest that CCN2 not only acts as a profibrotic factor in later stages of adverse tissue remodeling, but that it also negatively contributes to the immediate early response to IRI, in particular to oxidative stress-induced DDR (Figure 8). This could explain our previous findings that CCN2 deletion preserves kidney function 3 days after IRI, and contribute to reduced cellular senescence and fibrosis at later stages [20]. This implicates that anti-CCN2 therapy, currently in phase 2 and phase 3 trials for other indications, may be developed to reduce post-IRI acute and chronic kidney dysfunction by limiting IRI-induced oxidative stress induced DNA damage, senescent cell accumulation, and subsequent fibrosis.

This study provides novel insights into the effect of CCN2 on the oxidative stress response following renal IRI. Few studies have previously observed that CCN2 is a potent inducer of oxidative stress in other organs and cell types. CCN2 induces oxidative stress in murine aorta and in cultured vascular smooth muscle cells and endothelial cells [21]. Furthermore, CCN2 induces accumulation of ROS in cultured fibroblasts [46]. However, to our knowledge, this is the first report regarding CCN2-induced oxidative stress in the kidney, and the first demonstration of a protective effect of CCN2 inhibition on oxidative stress induced by other factors. Remarkably, CCN2 overexpression has also been described to limit oxidative stress. For instance, CCN2 protected cultured cardiac myocytes from doxorubicin-induced oxidative stress and cell death [47]. Possibly, the complex and diverse mechanisms of action of CCN2, might lead to different outcomes depending on the cell type and context, including matrix, cytokine environment, and genotype [48].

Main mechanisms by which CCN2 might contribute to oxidative stress following renal IRI include increased mitochondrial oxidative phosphorylation and ROS generation, and decreased ROS scavenging. First, CCN2 may interfere with mitochondrial oxidative phosphorylation, which is implicated in renal IRI [49]. 

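Nuclear genes for respiratory chain subunits were lower as a list in kidneys labelled CCN2 KO IRI than in WT IRI kidneys by camera, though not with an estimated correlation (adjusted p = 0.417). Ndufb4, a subunit of complex I, was 3.15 ± 0.29 (SD, n = 5) against 4.17 ± 0.33 (n = 4), a log2 difference of −1.02 (limma adjusted p = 0.00818). A further complex I gene, Ndufc1, fell by 0.80, and Cycs, which encodes the electron carrier cytochrome c, fell by 0.55. Ndufa4, now assigned to complex IV, was 8.6 ± 0.06 against 9.06 ± 0.18 (adjusted p = 0.0114). For these 4 genes every CCN2 KO IRI kidney was below every WT IRI kidney, and each passed with any 1 kidney left out (adjusted p at most 0.0494).
Over 76 such genes 20 were lower and 3 higher (36 and 4 adjusted over the list alone), and the median difference was −0.30 (camera, adjusted p = 5.49e-09, and adjusted p = 0.417 with an estimated correlation). The study chose this theme on these kidneys. Genes of the mitochondrial genome such as mt-Co1 and mt-Nd5 rank among the highest, where quantile normalization left only a few repeated values, so a lack of change cannot be read from them. mt-Co1 was 14.36 ± 0.45 against 14.12 ± 0.17 (SD, adjusted p = 0.466), and mt-Nd5 differed by 0.25 (0.439). Of 9 mitochondrially encoded genes none passed by either adjustment (0 adjusted over the list alone). Their median was 0.15 and their mean −0.09, with adjusted p = 0.864, and adjusted p = 0.957 with an estimated correlation.
Most nuclear genes of the respiratory chain are short. When the trend of each kidney's values on exon length was removed, the median of the 76 genes moved from −0.30 to −0.12 and the list still passed (adjusted p = 0.00281). Relative to CCN2 KO sham, 50 of the 76 genes were lower in kidneys labelled CCN2 KO IRI and none was higher (56 and 1 adjusted over the list alone), with a median of −0.45 (camera, adjusted p = 8.97e-14, and adjusted p = 0.203 with an estimated correlation). In WT kidneys 19 of them were lower after IRI than in sham and none was higher (15 adjusted over the list alone), with a median of −0.22 (adjusted p = 0.000493, and adjusted p = 0.589 with an estimated correlation). Both comparisons with sham, and the genes named above, are without the length correction. Differences from sham rose with exon length more under the CCN2 KO label (Spearman 0.268 across genes) than in WT kidneys (0.096). Deviations from each gene's mean correlated with exon length at 0.178 to 0.242 in CCN2 KO IRI kidneys and at most 0.063 in the others. The larger decrease under the CCN2 KO label thus cannot be told apart from this trend.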

GSEA revealed enrichment of the oxidative phosphorylation pathway 4 h after IRI in the direction of lower activation in CCN2 KO IRI- compared to WT IRI-mice. Consistently, in murine chondrocytes, CCN2 deletion impaired metabolism with reduced intracellular ATP levels [50]. Upon reperfusion of the kidney, restored levels of oxygen stimulate mitochondrial oxidative phosphorylation to produce ATP, the main source of cellular energy, with the concurrence of harmful ROS [6,51]. Thus, altered ATP production depending on CCN2 expression level could affect the level of ROS and subsequent DNA damage upon renal IRI. However, a contrary effect of CCN2 on ROS generation has also been described in Oral Squamous Cell Carcinoma cells, where CCN2 overexpression impaired mitochondrial oxidative phosphorylation [52]. A possible effect of CCN2 inhibition on oxidative phosphorylation and underlying mechanisms in the setting of renal IRI remains to be elucidated.

Underlying pathways linking CCN2 and the oxidative stress response may include epidermal growth factor receptor (EGFR) activation and NAD(P)H oxidases (Nox)1 activity, which have previously been linked to CCN2-induced ROS generation [21]. Crosstalk between CCN2 and ROS producing metabolic pathways may also involve integrin interactions. CCN1 induces ROS through integrin signaling [53], and engagement of integrin α6β1 and cell surface heparan sulfate proteoglycans (HSPGs) [46]. The mechanisms of action of CCN2 and CCN1 may well be similar in several respects, since they are highly homologous and bind the same receptors [53,54].

Alternatively, reduced CCN2 might improve the handling of ROS by antioxidant mechanisms. However, regarding Nrf2 target genes, no differences in gene expression levels of GCLC and GCLM were observed, and reduced rather than increased expression levels of HMOX1 and NQO1 were found in the CCN2-depleted mice.

## 5. Conclusions

In aggregate, our observations indicate that DNA damage and DDR in the kidney following IRI are mitigated by CCN2 inhibition through reduction of the oxidative stress response in tubular epithelial cells. Anti-CCN2 therapy might therefore be explored for its potential to help limiting post-IRI AKI and AKI to CKD progression.

## Figures and Tables

**Figure 1:**
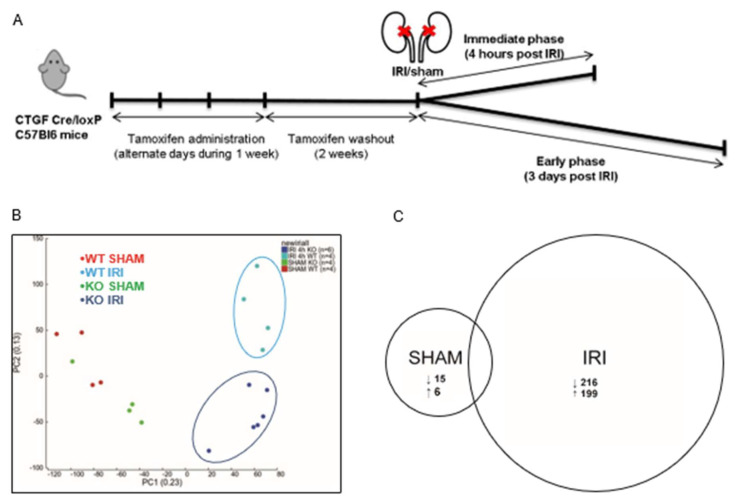
CCN2 regulated gene transcription 4 h after renal IRI. (**A**) Time course of the IRI mouse model; (**B**) principal component analysis plot of sham and IRI RNA sequence data in both WT and CCN2 KO genotypes showed clustering of WT IRI, CCN2 KO IRI, and sham groups but no clustering within the sham group; (**C**) pairwise comparisons of RNA sequence data of sham and IRI data in both WT and CCN2 KO genotypes showing the amount of differentially expressed genes.

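In WT kidneys IRI induced genes of tubular injury, AP-1 and stress. Krt20, a keratin of injured tubules, rose from −1.91 ± 0.48 (SD, n = 4) in sham to 6.61 ± 0.25 (n = 4) after IRI (limma adjusted p = 3.62e-08). Havcr1, which encodes KIM-1, rose from −1.82 ± 0.87 to 5.36 ± 0.32, and the TWEAK receptor gene Tnfrsf12a from 4 ± 0.29 to 8.61 ± 0.16. Log2 increases of 7.87 in Fosl1, 7.71 in Cxcl1, 5.58 in Atf3, 5.00 in the heme oxygenase gene Hmox1 and 4.95 in Myc were also found. Decreases included Arhgef39, which fell by 2.92, the glucose-6-phosphatase gene G6pc, which fell by 2.43, and the insulin receptor-related Insrr, which fell by 2.25, while endothelial Tie1 fell by 1.17. These 12 genes passed the test with any 1 kidney left out (adjusted p at most 0.000853). On the immediate early list 24 of 28 genes were higher and none was lower (24 adjusted over the list alone), with a median of 2.51 (camera, adjusted p = 1.74e-16, and adjusted p = 0.196 with an estimated correlation).
Of these 12 genes all but Tie1 (−0.42, adjusted p = 0.0957) also passed in kidneys labelled CCN2 KO. Their log2 increase over CCN2 KO sham was at least 8.64 for Krt20, with 3 of 4 CCN2 KO sham kidneys at the floor, 6.64 for Fosl1, 5.49 for Havcr1 and 3.97 for Tnfrsf12a. In total 2458 genes rose and 2558 fell in WT IRI against WT sham kidneys, and 1800 rose and 1663 fell in kidneys labelled CCN2 KO. The responses shared 1418 genes that rose and 1102 that fell, where independent lists of these sizes would share 350.9 and 337.4. All IRI kidneys carry title prefix 33 and 2 of the 4 kidneys in each sham group prefix 32, so that the prefix is partly confounded with IRI. With the prefix as a block, chosen after seeing the data, the 5016 genes of WT kidneys became 4274 and the 3463 under the CCN2 KO label 2203.
Of the 639 genes lower in CCN2 KO IRI than in WT IRI kidneys, 337 (52.7%) were among those that IRI raised in WT kidneys, where independent lists would share 124.6. Of the 907 higher genes 486 (53.6%) were among those that IRI lowered in WT, where 184 would be shared, and 43 among those it raised. Both comparisons use the WT IRI kidneys, which alone gives a negative relation. Across genes, which are not independent replicates, the correlation of the IRI response with the CCN2 KO difference was −0.521, and simulated unchanged groups that share the WT IRI kidneys gave −0.531. The covariance was −0.216, against −0.067 in the simulation, and −0.16 when the WT IRI kidneys were divided 2 and 2 between the comparisons.
The difference between the responses was tested itself and passed for 23 genes. The signed change with IRI was more positive for 16 and more negative for 7 under the CCN2 KO label. It was more positive by 1.49 for Zkscan3, 1.13 for the chromatin regulator Jarid2 (adjusted p = 0.00862 for both) and 1.07 for the interferon-induced GTPase Irgm2. Zkscan3 fell under both labels, from 4.21 to 2.15 in WT and from 3.38 to 2.81 in CCN2 KO kidneys. Jarid2 went from 2.5 to 1.7 in WT and from 2.04 to 2.37 in CCN2 KO kidneys. For both genes the CCN2 KO sham mean was already below the WT sham mean, which makes up part of the difference. The responses of Rap2b, Ier2, Btg1 and Eif4e were smaller, by −2.45, −1.86, −1.57 and −0.82. Zkscan3, Jarid2 and Irgm2 passed with any 1 kidney left out. Of these 7 genes, 3 passed without 32A1, 33C1 or 33C4, 4 without 33A1, 5 without 32A2, 33C3, 32B4, 33B3 or 33D4, and 6 without 33A2, 33C2, 33B4 or 33D2 (adjusted p at most 0.122). The total ranged from 7 without 33C4 to 78 without 33D3.

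**Figure D4:**
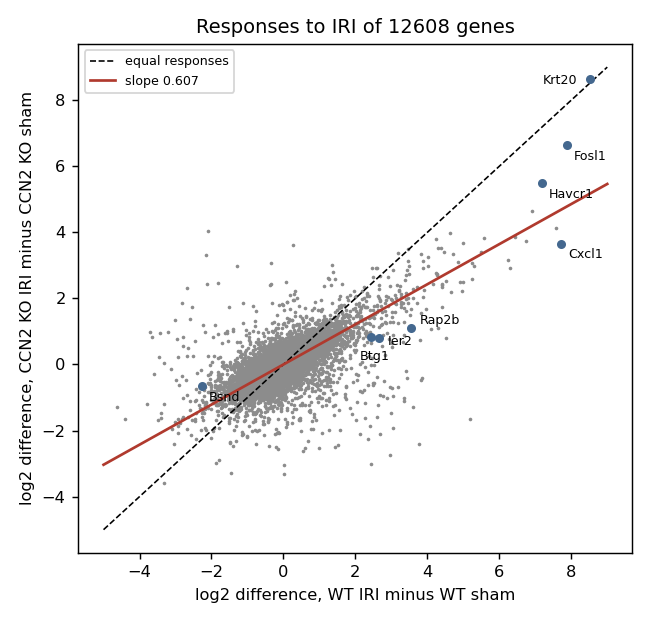
Log2 difference of each of 12608 genes between IRI and sham kidneys, WT on the horizontal and CCN2 KO on the vertical axis, with a dashed line for equal responses and a solid line of slope 0.607. Krt20 lies highest, and Rap2b lies below the line.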

**Figure 2:**
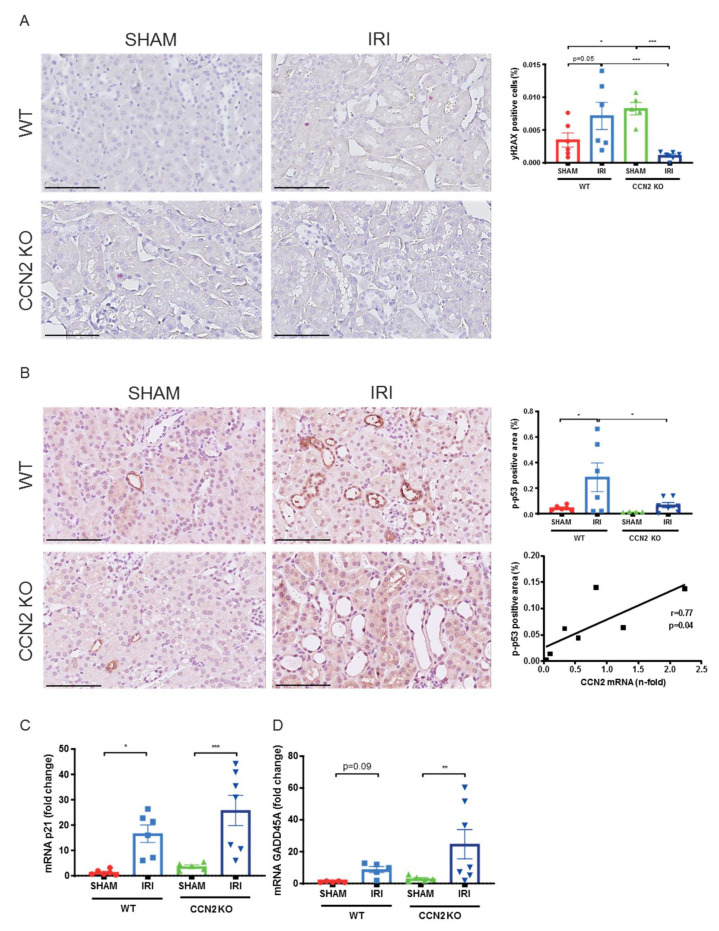
Near total deletion of CCN2 resulted in reduced DNA damage and p53 activation 4 h after IRI. (**A**,**B**) Representative micrographs of mouse renal cortex stained with gamma H2AX (γH2AX; (**A**) and phosphorylated p53 (p-p53; **B**). Quantification of γH2AX (**A**) and p-p53 (**B**) staining showed that increased DNA damage and p53 activation in IRI kidneys decreased in CCN2 KO mice compared with WT mice. Additionally, p-p53 expression correlated with CCN2 mRNA in CCN2 KO kidneys (**B**). (**C**,**D**) Quantitative real-time polymerase chain reaction (qPCR) analysis showed that mRNA expression levels of p21CIP1 (p21) and GADD45A increased by IRI in WT and in CCN2 KO kidneys. Data are expressed as the mean ± SEM (*n*= 6 for WT sham; *n* = 6 for WT IRI; *n* = 4–5 for KO sham; *n* = 6–7 for KO IRI). TBP was used as an internal control. * *p* < 0.05, ** *p* < 0.01, and, *** *p* < 0.005. Bar = 100 µm.

**Figure 3:**
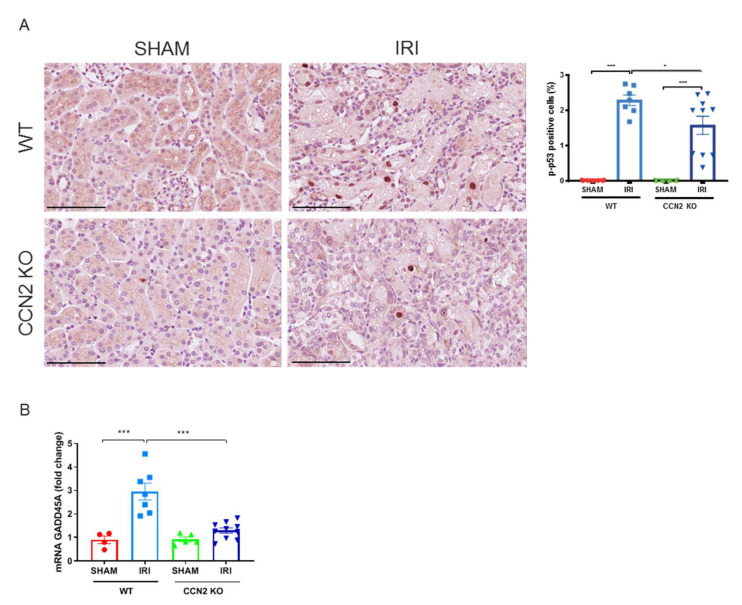
Near total deletion of CCN2 resulted in reduced p53 activation 3 days after IRI. (**A**) Representative micrographs of mouse renal cortex stained with phosphorylated p53 (p-p53). Quantification of p-p53 staining showed that increased p53 activation in IRI kidneys, decreased in CCN2 KO mice compared with WT mice. (**B**) qPCR analysis showed that increased mRNA expression of GADD45A in IRI kidneys reduced in CCN2 KO mice compared with WT mice. Data are expressed as the mean ± SEM (*n* = 4–5 for WT sham; *n* = 7 for WT IRI; *n* = 4–5 for KO sham; *n* = 10 for KO IRI). TBP was used as an internal control. * *p* < 0.05 and *** *p* < 0.001. Bar = 100 µm.

**Figure 4:**
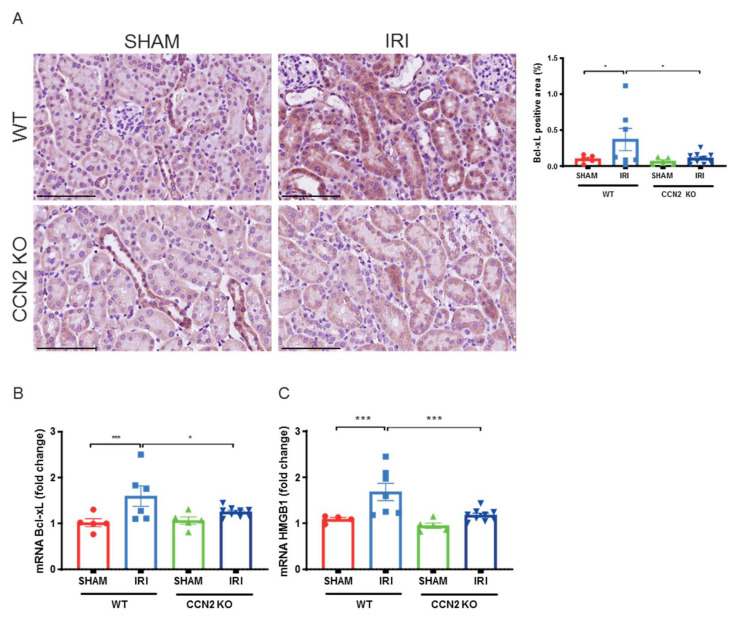
Near total deletion of CCN2 expression resulted in reduced Bcl-xL and HMGB1 anti-apoptosis expression 3 days after IRI. (**A**) Representative micrographs of mouse renal cortex stained with Bcl-xL showed that increased Bcl-xL expression in IRI kidneys decreased in CCN2 KO mice compared with WT mice. (**B**,**C**) qPCR analysis showed that increased mRNA expression of Bcl-xL (**B**) and HMGB1 (**C**) in IRI kidneys reduced in CCN2 KO mice compared with WT mice. Data are expressed as the mean ± SEM (*n* = 4–5 for WT sham; *n* = 7 for WT IRI; *n* = 5 for KO sham; *n* = 9–10 for KO IRI). TBP was used as an internal control. * *p* < 0.05 and *** *p* < 0.001. Bar = 100 µm.

**Figure 5:**
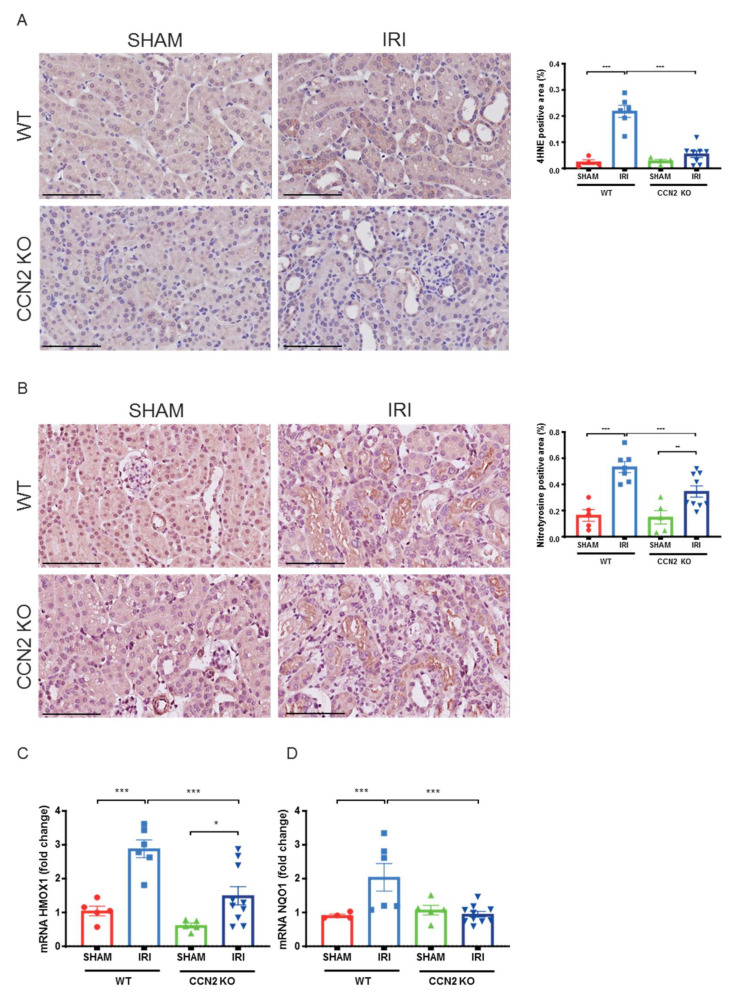
Near total deletion of CCN2 expression resulted in reduced oxidative stress response 3 days after IRI. (**A**,**B**) Representative micrographs of mouse renal cortex stained with 4-hydroxynonenal (4-HNE; **A**) and nitrotyrosine (**B**). Quantification of 4-HNE (**A**) and nitrotyrosine (**B**) staining showed that an IRI-induced increase of lipid peroxidation and protein nitrosylation, respectively, decreased in CCN2 KO mice compared with WT mice. (**C**,**D**) qPCR analysis showed that increased mRNA expression of HMOX-1 (**C**) and NQO1 (**D**) in IRI kidneys significantly reduced in CCN2 KO mice compared with WT mice. Data are expressed as the mean ± SEM (*n* = 4–5 for WT sham; *n* = 6–7 for WT IRI; *n* = 4–5 for KO sham; *n* = 8–10 for KO IRI). TBP was used as an internal control. * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001. Bar = 100 µm.

**Figure 6:**
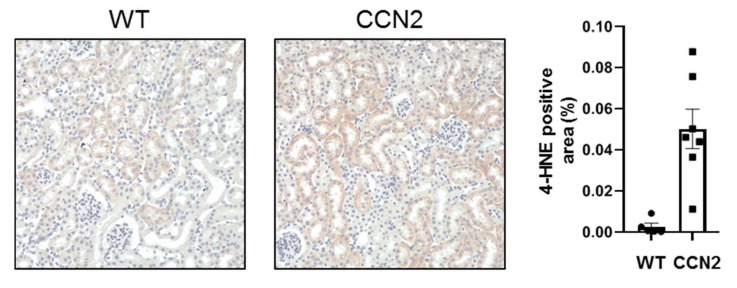
**Administration of CCN2 induced oxidative stress in murine kidneys.** Mice received intraperitoneal injections with 2.5 ng/g of CCN2 and were sacrificed 24 h later. Representative micrographs and quantification of mouse renal cortex stained with 4-hydroxynonenal (4-HNE), showing 4-HNE positive tubules. Data are expressed as the mean ± SEM of 4-HNE positive area per field (*n* = 5 for control and *n* = 7 for CCN2).

**Figure 7:**
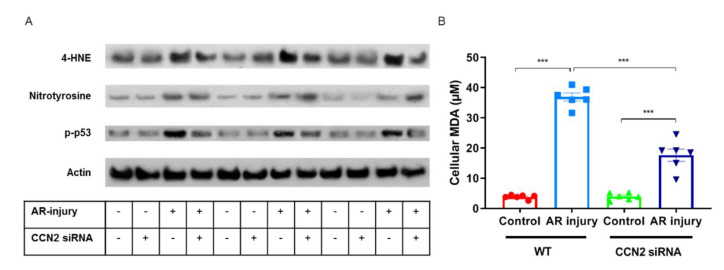
Silencing of CCN2 alleviated oxidative stress response induced by AR-injury in cultured PTECs. (**A**) Representative Western blotting of protein extracts from cultured cells for 4-HNE, nitrotyrosine, and p-p53 showed that increased oxidative stress response and DDR in AR-injured PTECs was alleviated by silencing of CCN2. Data represent three independent experiments. (**B**) Malondialdehyde (MDA) levels indicated that increased oxidative stress response in AR-injured PTECs was alleviated by silencing of CCN2. Data represent six independent experiments. Data are expressed as the mean ± SEM. *** *p* < 0.001.

**Figure 8:**
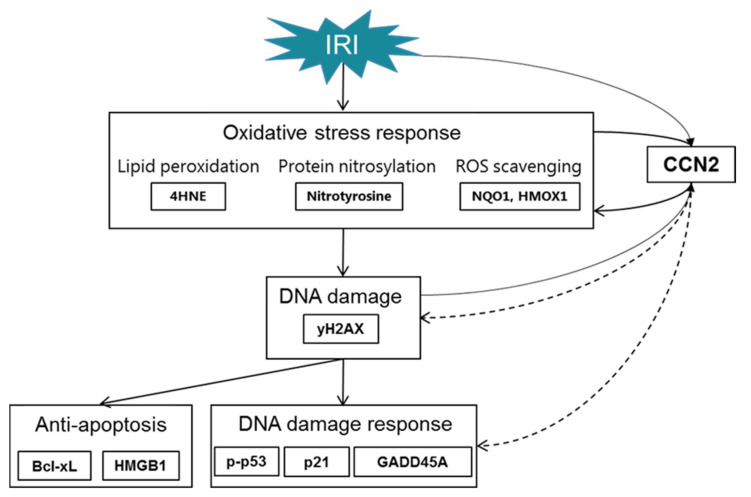
Mechanisms involved in IRI linked with CCN2. Inhibition of CCN2 reduced the expression of γH2AX and p-p53 marking reduced DNA damage and DDR in the immediate early response following IRI. In the early phase upon IRI, this was followed by sustained reduction in DNA damage and DDR, along with reduced anti-apoptosis. This was associated with reduced oxidative stress response. Dotted arrows are used to acknowledge that the exact mechanisms by which CCN2 contributes to DNA damage and DDR remain to be established.

## Data Availability

The RNA-seq data presented in this study are openly available in the GEO database (accession number: GSE186316).

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/antiox10122020/s1, Figure S1: Near total deletion of CCN2 did not reduce functional decline and acute tubular necrosis 4 h after IRI; Figure S2: Near total deletion of CCN2 expression resulted in differential regulation of several pathways 4 h after renal IRI; Figure S3: Near total deletion of CCN2 expression resulted in similar Nrf2 target gene expression 4 h after IRI; Table S1: Primers used for real-time polymerase chain reaction; Table S2: Differentially expressed genes and enriched pathways in pairwise comparisons between all groups; Table S3: Differentially expressed genes with the largest fold down- or upregulation in the pairwise comparison between CCN2 KO IRI mice and WT IRI mice.

# Supplementary material for: CCN2 Aggravates the Immediate Oxidative Stress–DNA Damage Response following Renal Ischemia–Reperfusion Injury
**Source:** Antioxidants (Basel). 2021 Dec 20;10(12):2020. doi: 10.3390/antiox10122020
**Supplement:** Supplementary file 1

## Slide 1

Figure S1
Mouse bilateral renal IRI. CCN2 KO vs WT Immediate phase (4 hours)
A
B
**
***
*
4
**
***
25
mRNA CCN2 (fold change)
Plasma ureum (mmol/L)
20
3
15
2
10
1
5
0
0
SHAM
IRI
SHAM
IRI
SHAM
IRI
SHAM
IRI
WT
CCN2 KO
WT
CCN2 KO
C
IRI
SHAM
3
*
ATN severity score
2
WT
1
0
SHAM
IRI
SHAM
IRI
WT
CCN2 KO
CCN2 KO
D
E
F
***
*
60
400
80
*
***
mRNA NGAL (fold change)
mRNA KIM-1 (fold change)
mRNA Sox9 (fold change)
***
***
300
60
40
200
40
20
100
20
0
0
0
SHAM
IRI
SHAM
IRI
SHAM
IRI
SHAM
IRI
SHAM
IRI
SHAM
IRI
WT
CCN2 KO
WT
CCN2 KO
WT
CCN2 KO

# Supplementary material for: CCN2 Aggravates the Immediate Oxidative Stress–DNA Damage Response following Renal Ischemia–Reperfusion Injury
**Source:** Antioxidants (Basel). 2021 Dec 20;10(12):2020. doi: 10.3390/antiox10122020
**Supplement:** Supplementary file 1

## Slide 1

A
B
Figure S2. Near total deletion of CCN2 expression resulted in differential regulation of several pathways 4 hours after renal IRI. 

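Figure S2 ranks whole pathways by how far their genes lean toward 1 group, so that a pathway may pass although few of its genes do. The same themes were measured here with lists of named genes in the RNA-seq values. Ribosomal protein genes were lower as a list in kidneys labelled CCN2 KO IRI than in WT IRI kidneys. Rps28 and Rpl17 fell by 0.82 and 0.50, and all but 6 of 78 such genes missed the test alone (6 lower, none higher, 0 adjusted over the list alone). Their median was −0.26 (camera, adjusted p = 2.91e-08, and adjusted p = 0.603 with an estimated correlation), and −0.20 after the trend on exon length was removed. Sec11a, a subunit of the signal peptidase, was 3.75 ± 0.08 (SD, n = 5) against 4.32 ± 0.03 (n = 4, limma adjusted p = 0.00266), and Srp9 of the signal recognition particle fell by 0.53. On the protein export list 4 of 21 genes were lower and none higher (6 adjusted over the list alone), with a median of −0.15 (adjusted p = 0.051, and adjusted p = 0.417 with an estimated correlation). That list passed without 33C1, 33C3, 33D4 or 33D5, with values from 0.0259 to 0.085 as single kidneys were left out.
RNA degradation genes passed as a list in the lower direction. Btg2, a recruiter of deadenylases, was lower, while the deadenylase scaffold Cnot1 was higher by 0.33. Of 38 genes 3 were lower and 1 higher (2 and 1 adjusted over the list alone; median −0.17, adjusted p = 0.0218, and adjusted p = 0.242 with an estimated correlation). The chaperone Dnajb9 fell by 0.73, and 6 of 30 unfolded protein response genes were lower and none higher (6 adjusted over the list alone). That list did not pass (median −0.09, adjusted p = 0.118, and adjusted p = 0.644 with an estimated correlation), except without 33C3 (0.0484, and up to 0.292 without others). Myc fell by 1.53 and the ribosome biogenesis factor Ppan by 0.86. Of 30 MYC targets 3 were lower and none higher (1 adjusted over the list alone; median −0.11, adjusted p = 0.0701, and adjusted p = 0.676 with an estimated correlation). The MYC list passed without 33C2, 33D2 or 33D5, with values from 0.0036 to 0.344 as single kidneys were left out. In cholesterol synthesis Acat2 fell by 0.42 and no other gene of 26 passed (1 lower adjusted over the list alone). Its median was 0.04 and the direction of the test downward (adjusted p = 0.864, and adjusted p = 0.932 with an estimated correlation).
The study chose these themes on these kidneys. Of 53 lists tested 23 passed camera with its preset correlation, 14 higher and 9 lower. With an estimated correlation 0 passed, by fry 20 and by fgsea 25. Of the 10 genes named, 2 passed without replicate 33C4 (Sec11a and Btg2), 5 without 33C1, 6 without 33C3 or 33D6, 7 without 33D4, 8 without 33D2 and 9 without 33D3, with an adjusted p of at most 0.115.

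**Figure D5:**
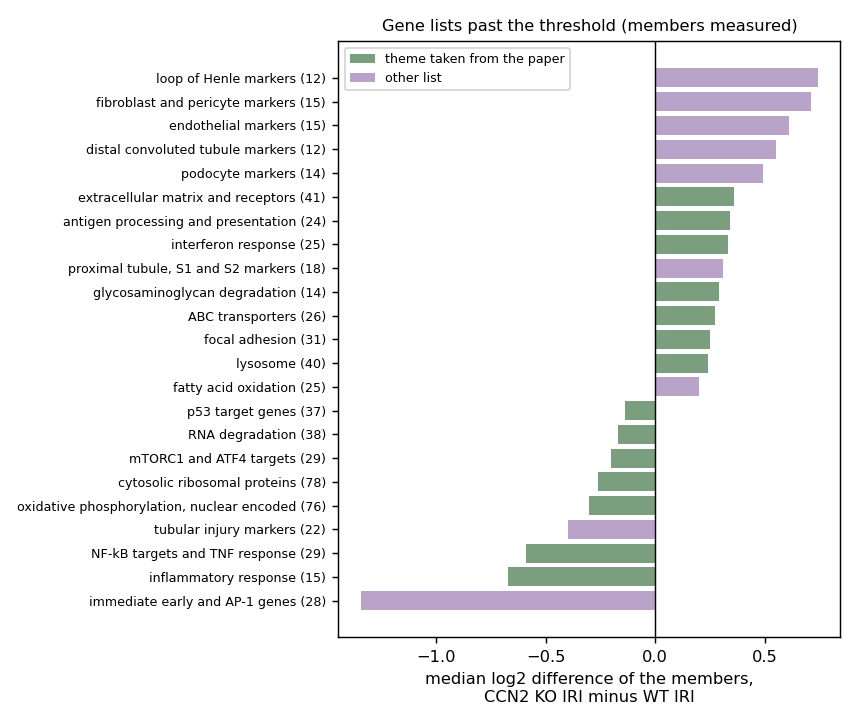
Median log2 difference, CCN2 KO IRI minus WT IRI, of the members of each list past the threshold of camera with the preset correlation, with the number of genes measured in parentheses and colors for the origin of the list's theme. The immediate early list lies lowest at −1.34 and the loop of Henle list highest at 0.74.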

Gene set enrichment analysis (GSEA) on the whole gene set of kidneys from CCN2 KO IRI mice compared to WT IRI mice revealed enrichment of several KEGG pathways and Hallmark pathways in the WT IRI phenotype (A) and in the CCN2 KO IRI phenotype (B). Pathways are ranked based on the normalized enrichment score.

# Supplementary material for: CCN2 Aggravates the Immediate Oxidative Stress–DNA Damage Response following Renal Ischemia–Reperfusion Injury
**Source:** Antioxidants (Basel). 2021 Dec 20;10(12):2020. doi: 10.3390/antiox10122020
**Supplement:** Supplementary file 1

## Slide 1

Figure S3
Mouse bilateral renal IRI. CCN2 KO vs WT Immediate phase (4 hours)
A
B
5
**
***
mRNA HMOX1 (fold change)
100
mRNA NQO1 (fold change)
4
80
3
60
2
40
1
20
0
0
SHAM
IRI
SHAM
IRI
SHAM
IRI
SHAM
IRI
WT
CCN2 KO
WT
CCN2 KO
C
D
5
***
***
5
mRNA GCLM (fold change)
mRNA GCLC (fold change)
***
4
4
3
3
2
2
1
1
0
0
SHAM
IRI
SHAM
IRI
SHAM
IRI
SHAM
IRI
WT
CCN2 KO
WT
CCN2 KO

How the deposited data were processed for this re-analysis (not part of the article)

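Kidney cortex RNA of 17 mice was measured, 4 labelled WT sham, 4 WT IRI, 4 CCN2 KO sham and 5 CCN2 KO IRI, all taken 4 h after surgery. The authors isolated poly(A) RNA, prepared directional libraries and sequenced single-end reads. They aligned the reads to GRCm38 with STAR 2.4.2a and counted them with HTSeq 0.6.1p1 in union mode, and the paper states neither the strand setting nor the annotation of that step. The authors computed RPKM with edgeR and deposited 1 table of quantile-normalized log2 RPKM values for 38293 genes. Of these, 36345 carry an identifier that the GENCODE M21 annotation names, and coordinates were taken from that annotation on GRCm38. In 27 rows the gene symbol had been turned into a date, and 121 symbols are shared by several rows, so those symbols are told apart by identifier only. The lowest value, −3.32, stands for an RPKM of 0.1 or less. The deposited table has 30 columns of sample values. Of these 17 carry the titles of labelled samples and were used, and the other 13 match no labelled sample and entered no step. The authors' quantile normalization may have drawn on them, which was not examined. Values of those columns had been displayed when the table was first opened.
Counts per sample were not available here, and quantile normalization removed the step that 1 read is worth, so the depth could not be recovered and no interval for counting error is given. The libraries of 1 group correlated at 0.915 to 0.961 across genes, libraries of different groups at 0.856 to 0.953, and no 2 of the libraries used were the same.
The deposited log2 values were analysed in R 4.3.3 with limma 3.58.1, with no count model, because counts were not at hand. Genes were kept when at least 4 samples exceeded log2 0, an RPKM of 1, which left 12608. One model with a mean for each of the 4 groups was fitted to all 17 samples, with a prior variance that follows mean expression (eBayes with a trend). Contrasts were taken, namely CCN2 KO IRI against WT IRI, CCN2 KO sham against WT sham, IRI against sham within each label, and the difference of these responses. P-values were adjusted by Benjamini-Hochberg over the genes kept, with a threshold of 0.05. Log2 differences are given with limma's standard error, and group values as mean ± SD of the deposited log2 values. Single comparisons of a value between groups used two-sided exact permutation tests. Principal components were computed on the kept genes, centred and unscaled, and the separation of groups was tested as the share of squared distance between them, over all divisions of the samples.
Gene lists of 56 themes were written by hand, since the Hallmark and KEGG collections used by the authors were not available. Of these, 53 had at least 5 measured genes and were tested with limma's camera at its preset correlation of 0.01, adjusted over the lists. Each list was also tested with a correlation estimated from the samples, with fry, which asks whether the genes of a list move on balance without comparing them with other genes, and with fgsea 1.28.0 (random seed 2021). With the estimated correlation 0 lists passed in each comparison, WT IRI against WT sham included, so a miss by it does not decide against a list. Many themes follow pathways that the paper reports on the same samples, and such lists are no independent evidence.
The tests, the filter, the gene lists, the rule for naming genes and the alternatives listed below were fixed before the data were examined. Genes are named by that rule. For each comparison it takes the 12 largest increases and the 12 largest decreases among genes that passed the test, whose groups did not overlap and whose mean exceeded the filter. It passes over predicted genes and pseudogenes. It adds the genes the paper names or measured by qPCR or protein, the 21 genes of the sham comparison in Table S2, the first 15 genes of that table's WT IRI comparisons with CCN2 KO IRI and with WT sham, and 2 to 4 leading members of each list described. Some genes that meet the rule are left out of the text, and the counts of named genes cover those reported. The values in Table S2 had been seen when the rule was written. Table S2 could be read only in part for the longer comparisons, so no overlap with it was computed.
The gene test was tested on simulated data with the real samples' means and spread. For CCN2 KO IRI against WT IRI, over 12608 genes, 36.9% of changes of log2 0.5, 74.6% of changes of 1 and 85.9% of changes of 2 were recovered, with 6 false calls among 138. For CCN2 KO sham against WT sham the shares were 23.1%, 67.6% and 81.2%, with 2 false calls among 117. Of 20 simulated lists the 1 that was shifted was called by all 4 list tests, and no other. The simulated genes varied independently and the lists were random, so neither false nor missed calls among lists whose genes move together were tested.
Alternatives covered the filter, a pseudocount of 1, centring of samples, sample weights, the prior variance, the samples in the model, stricter thresholds, each sample left out, other list tests, and other versions of the principal components. The authors had used DESeq2 on counts and GSEA, which could not be repeated. Tables were assembled with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and figures drawn with matplotlib 3.10.9.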

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

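The tests of CCN2 deletion and of the title prefix for Rn7sk and Rmrp were chosen after the result was seen, and all other tests of this part before.
Kidneys labelled CCN2 KO IRI differed from WT IRI kidneys in 1546 genes, against at most 1095 in 99 other divisions of the same 9 kidneys. No division drawn reached the real count, which argues against chance without excluding it. A trend on exon length alone is argued against as the whole cause, since 1300 genes passed after it was removed from each kidney, 1095 of them shared. That correction removes only this trend. Deviations correlated with exon length at 0.178 to 0.242 in CCN2 KO IRI kidneys and at most 0.063 in the others. A difference between libraries that goes with the label and shows itself in more than length thus cannot be told apart from the label. With the number of detected genes as a covariate the differences kept 90.9% of their size (median 0.53 after and 0.59 before), although only 805 genes passed, for a reason that was not tested. A different share of cortex and medulla cannot be told apart from the label, because the medullary list had a median of 0.23 without passing (adjusted p = 0.217) while the cortical podocyte list moved the same way. An effect of CCN2 loss stays open, untested, since the tamoxifen was given with the genotype and Ctgf was not clearly lower under the CCN2 KO label.
Genes that IRI raised in WT kidneys tended to be lower under the CCN2 KO label, and genes that it lowered tended to be higher. The WT IRI kidneys shared by both comparisons are not the whole cause, because the covariance stayed at −0.16 on average (−0.178 to −0.128) when they were divided 2 and 2. Nor is a single kidney, because without 33D6, whose absence brought the covariance nearest to 0, it was −0.12. The pattern can be described as a smaller response to IRI under the CCN2 KO label, with a slope of 0.607 on the WT response (0.558 without 32B5 to 0.683 without 33D6). This slope largely restates the pattern and is no separate evidence of a cause. Whether CCN2 loss, tamoxifen or a milder ischemia in these 5 kidneys made the response smaller was not tested. On severity, the paper reports a similar rise of plasma urea and no significant difference in tubular necrosis between WT and CCN2 KO mice after IRI. It also states that clamping was checked by color changes. Of the 5 kidneys, 33D6 was lowest for Krt20 (3.5, others 5.77 to 7.15) and Havcr1 (3.38, others 4.31 to 5.87).
Rn7sk and Rmrp had log2 differences of −1.52 and −1.63 between CCN2 KO sham and WT sham kidneys, where limma called no gene and 1640 had an unadjusted p under 0.05. CCN2 deletion cannot be told apart from other causes. After IRI both differed by −0.16, a ratio to the sham difference of 0.1. IRI itself lowered them in WT kidneys (−1.28 and −1.29), and whether this masks a deletion effect was not tested. Each sham group holds as many kidneys of title prefix 32 as of 33, so a prefix difference common to both labels cancels by design. The test within each prefix could only show a difference confined to 1 prefix. It did not, since at least 0.9 of the difference remained in each for both genes. Unequal carry-over of RNAs without a poly(A) tail cannot be told apart from other causes, because the other 17 genes of these lists had a median of −0.40, with 13 lower (−0.32 without the coding gene Lars2), between the sizes that would decide.
Other divisions of the samples argue against chance, without excluding it, for the 5016 genes of WT IRI against WT sham (at most 1 in the others of 35 divisions). Other divisions do so too for the 3463 of CCN2 KO IRI against CCN2 KO sham (at most 1346 in the others of 100). They decide nothing for CCN2 KO sham against WT sham, where the labels gave 0 genes with limma, as few as any division can, and another division gave 134. The division of the sham kidneys by title prefix gave 6 genes and 20 lists. For the 23 genes whose response differed, 2 of 100 divisions gave as many or more, the real one included. The other gave 238, several times the real count, so chance is not excluded. What that division follows was not tested. For gene lists chance is not excluded in CCN2 KO IRI against WT IRI (23 lists, at most 27 in another division, as many or more in 10 of 100). Nor is it in sham (4, at most 20, as many or more in 30 of 35) or in WT IRI against WT sham (21, at most 23). For the difference of responses another division equalled the 24 lists. There 3 of 100 gave as many or more, the real one included, so chance is not excluded either.
By Dixon's test single kidneys lay far from their group in 19 of 334 groups of values, where chance marks about 1 in 20 and would give 16.7. In WT IRI replicate 33C4 this held for 6 of 134 genes, with log2 values of 3.57 for Kcnj1, 3.44 for Ccnd1, −2.15 for Cyp2u1, 2.86 for Hexa, 8.07 for Gclc and 4.9 for Sprr2f. In CCN2 KO IRI replicate 33D6 it held for 6 of 129, with 1.78 for Cxcl1, 1.48 for Fosl1, 0.7 for Atf3, 3.65 for F3, 4.13 for Eif4e and 4.75 for Cyr61. The others were Folr2 at −3.32 and Hmgb1 at 3.83 in WT IRI replicate 33C3, mt-Nd5 at 13.22 in 33C1 and Col1a1 at 2.66 in CCN2 KO IRI replicate 33D2. In sham kidneys they were Rmrp at 8.41 in WT replicate 32A2, G6pc at 7.54 in WT replicate 32A1 and Krt20 at −1.79 in CCN2 KO replicate 33B3.
The response to IRI differed between the labels, by a test of the difference itself, for 23 genes and 24 lists. The named genes differed by −2.45 (Rap2b), −1.86 (Ier2), −1.57 (Btg1), −0.82 (Eif4e), 1.49 (Zkscan3), 1.13 (Jarid2) and 1.07 (Irgm2). No list passed with an estimated correlation and 2 passed by fry.
Some signals lie outside what the paper's text discusses. CCN2 KO IRI against CCN2 KO sham gave 3463 genes. Between CCN2 KO IRI and WT IRI the median log2 difference was −1.34 for immediate early and AP-1 genes, 0.74 for the loop of Henle, 0.71 for fibroblasts and pericytes, 0.61 for endothelium, 0.55 for the distal convoluted tubule, 0.49 for podocytes, 0.31 for proximal tubule S1 and S2 and 0.2 for fatty acid oxidation. None of these lists passed with an estimated correlation. The podocyte call was lost without 33C4, 33D2, 33D4 or 33D5 (adjusted p at most 0.289), and the fatty acid oxidation call without 33C2, 33D2 or 33D3 (at most 0.107).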

How the results depend on the processing

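The title prefix as a block over all samples, the exchange of labels within a prefix and the removal of 32A2, 33D3 and 33D6 together were chosen after seeing the data, and all other alternatives before. No result changed its direction while past a test. The 1546 genes of CCN2 KO IRI against WT IRI became 473 with no filter, 3118 with sample weights, 778 with a change of at least 1.5-fold, 267 at an adjusted p under 0.01 and 989 without 32A2, 33D3 and 33D6, and ran from 351 (without 33C4) to 1771 (without 33D3) with 1 kidney left out. The 0 genes in sham kidneys became 1 in a fit of the 2 groups alone, 6 with sample weights, 5 with the prefix as a block in sham kidneys, and 0 to 136 (without 32B5) with 1 left out. The 5016 genes of WT IRI against WT sham became 3123 with the fold minimum and 3323 at 0.01. The 3463 of CCN2 KO IRI against CCN2 KO sham became 2199 with no filter, 1734 with the fold minimum, 1771 at 0.01 and 2203 with the prefix block. The 23 genes whose response differed became 12 with no filter, 36 with a filter at RPKM 5, 41 with a pseudocount of 1, 231 with sample weights, 6 at 0.01, 35 without the 3 samples, and 7 (without 33C4) to 78 (without 33D3) with 1 left out. Stricter thresholds lower a count by construction, and for the other changes the cause was not tested. With an estimated correlation 0 lists passed in each of the 4 list comparisons, by the camera test. The 4 lists of the sham comparison became 8 with fgsea, 1 with fry, 18 with no filter and 3 (without 33B4) to 11 (without 32B5) with 1 left out, and the 24 of the response difference became 2 with fry. Component 1 held 30.5% of the variance, and 22% with the most variable genes alone, 33.2% with unit variance, 20.1% with no filter and 34.1% in the IRI kidneys alone. The label held 15.8% of the squared distance among sham kidneys, with p = 0.111 in an exact permutation test with labels exchanged within a prefix. Component 2 held 11.3%, and 17.1% with unit variance and 15.8% in the IRI kidneys alone. The covariance of the IRI response with the CCN2 KO difference was −0.216, −0.16 with the WT IRI kidneys divided and −0.149 less the simulated value. Median centring, robust or untrended variance and the remaining alternatives kept these counts within 1.5 times, and centring changed the higher and lower genes after IRI from 907 and 639 to 909 and 637. For single named genes, 1384 of 1621 values with 1 kidney left out stayed on the same side of the threshold with their direction, 213 no longer passed, 20 newly passed and 4 that had not passed changed sign. Under the other alternatives this held for 1931 of 2138, with 189, 14 and 4. For single lists it held for 1964 of 2226 with 1 kidney left out and for 506 of 636 with other tools or filters. Ctgf between the labels did not pass under any setting, and between WT IRI and WT sham (adjusted p = 0.0648) it passed with sample weights and without 33A2 or 33C4 (0.0346 without 33C4 to 0.237 without 32A1). What the depth limits is unknown, because it cannot be recovered from the deposited values. No paired analysis was possible because nothing in the sample labels pairs single animals, and the title prefix, which groups them, was used as a block.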

Differences from the paper's values

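The list test after removal of the trend on exon length was set after the data were examined, and all other tests of this part before. For CCN2 KO IRI against WT IRI the paper reports 4167 differentially expressed genes (DEGs). Here 1546 were found at an adjusted threshold of 0.05, with limma on log2 RPKM of 5 rather than 6 CCN2 KO IRI kidneys. The paper's RNA-seq methods name adjusted p-values for these genes but no threshold. The paper's 1998 upregulated genes compare with 907 and its 2169 downregulated genes with 639. Counts and percentages were taken to differ beyond a ratio of 1.5. Of the alternatives, sample weights alone are within that ratio for the total (3118) and the upregulated genes (1753). All others still differ for both, and none closes the gap for the downregulated genes (1365 with sample weights). In sham kidneys the paper reports 21 genes, 15 of them downregulated, and limma called 0 here, with 1640 genes at an unadjusted p under 0.05. Every alternative differs from both numbers, with 0 to 6 genes in total, and 136 of which 64 were lower without 32B5. That last setting called 13 of the paper's 21 genes, among them Rn7sk, Rmrp and Ciart. Ciart, Hs2st1, Ndrg1 and Prkacb of the paper's genes passed with sample weights, and Ndrg1 and Rn7sk with the title prefix as a block in sham kidneys. For CCN2 mRNA the paper reports a reduction of 77% by qPCR in both sham and IRI kidneys. The RNA-seq values gave 21.4% after IRI and 17.7% in sham, and with a pseudocount of 1 or any 1 kidney left out they still differ, at 12.9% to 32.2% and 6% to 35.4%.
The direction of all 21 sham genes of Table S2 was the same here. The paper's values come from DESeq2 on counts, and a gap was counted once it exceeded the larger standard error, limma's or the paper's. Such a gap alone shows no disagreement. By this rule 7 log2 differences lay apart from the paper's. These were Rn7sk at −1.52 (the paper's value is −1.17), Rmrp at −1.63 (paper −1.14), Ciart at −1.11 (paper −0.75), Rpph1 at −1.23 (paper −0.73), Rnf24 at −1.11 (paper −0.73), Zkscan3 at −0.83 (paper −0.66) and Hs2st1 at 0.78 (paper 0.61). Of the alternatives the difference closes for Rn7sk without 32A2, 33B3 or 33B4, for Rmrp without 32A2 or 33B4, and for Rpph1 without 33B4. It closes for Rnf24 with a pseudocount of 1, sample weights, or without 32A1, 32B4 or 33B4, and for Zkscan3 with a pseudocount of 1, sample weights, or without 32A1, 32A2, 32B5 or 33B4. It closes for Hs2st1 with a pseudocount of 1 or without 32A1 or 33B4, and for Ciart with none. All 13 genes compared for CCN2 KO IRI against WT IRI had the paper's direction too, and 5 lay apart by the same rule, with 5 CCN2 KO IRI kidneys here and 6 in the paper. These were Rap2b at −2.39 (the paper's value is −2.11), Frat2 at −2.43 (paper −1.90), Cxcl1 at −2.68 (paper −1.72), Maff at −2.37 (paper −1.48) and Ppp1r15a at −1.87 (paper −1.43). The difference closes for Rap2b with a pseudocount of 1, sample weights, or without 33C1, 33C4, 33D3 or 33D6, for Frat2 with sample weights or without 33C4, for Cxcl1 and Maff without 33D6, and for Ppp1r15a without 33C4 or 33D6. All other alternatives still differ for these 12 genes.
The paper states that CCN2 KO did not lower GADD45A or p21 by qPCR at 4 h, in 6 WT IRI and 6 to 7 CCN2 KO IRI kidneys. In the RNA-seq values of 4 and 5 kidneys Gadd45a was lower in CCN2 KO IRI than in WT IRI by −1.84 (adjusted p = 0.00933). There replicate 33D6 lay lowest at 3.76, apart from the other CCN2 KO IRI kidneys at 5.1 to 6.31. In the same RNA-seq values p21 (Cdkn1a) did not pass (−0.60, adjusted p = 0.467). Nor did the paper's injury markers, which it states were equally raised, namely Havcr1 (−0.46, adjusted p = 0.625), Lcn2 (−0.98, 0.171) and Sox9 (−0.35, 0.694). Of the signaling themes the paper names as enriched in WT IRI kidneys, those for TNF, p53, mTORC1, inflammatory response and oxidative phosphorylation passed camera here in that direction, and 0 lists passed with an estimated correlation. The lists for IL-6/JAK/STAT3 (adjusted p = 0.778), TGFβ (0.813), PI3K/AKT/mTOR (0.247) and hypoxia (0.864) did not pass camera, and the PI3K list did after the trend on exon length was removed (0.0353). By fgsea, a test nearer to the paper's GSEA, the adjusted p was 0.483, 0.373, 0.0373 and 0.579 in that order, so the PI3K list passed. The paper used other gene sets and a looser threshold, so a list that missed the threshold here does not speak against its enrichment.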

Other observations

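The title prefix block was chosen after seeing the data, the removal of the trend on exon length was set after the data were examined, and all other tests of this part were set before. Genes that the paper measured by qPCR or as protein, at 4 h or at 3 days, were also in the RNA-seq data. After IRI in WT kidneys, log2 values rose by 7.18 for Havcr1, 5.00 for Hmox1, 4.23 for Sox9, 3.83 for Gadd45a, 3.46 for Cdkn1a, 2.95 for Lcn2, 1.69 for Bcl2l1, 1.63 for Gclc and 0.58 for Gclm (n = 4 each, limma adjusted p at most 0.00441). For Cdkn1a, WT sham kidneys 32A1 and 32A2 lay at 0.4 and 0.05, but 33A1 and 33A2 at 2.43 and 2.38. All WT IRI kidneys carry prefix 33, so part of this rise cannot be told apart from the prefix. Nqo1 differed by 0.42 without passing (adjusted p = 0.0663, and 0.0276 to 0.184 with 1 kidney left out, passing without 32A1 or 33C4). Hmgb1 fell by 0.25, and did not pass without 32A1 (0.0671). Between kidneys labelled CCN2 KO IRI and WT IRI the NRF2 targets Hmox1 (−1.09, adjusted p = 0.0948), Gclc (−0.19, 0.504), Nqo1 (−0.07, 0.793) and Gclm (0.02, 0.927) did not differ past the test, although Hmox1 passed without 33D5 (0.0464, against 0.197 without 33D6). Bcl2l1, which encodes Bcl-xL, fell by 0.55 (adjusted p = 0.0279), and the call was lost without 33C1, 33C2, 33C3, 33C4, 33D4 or 33D6 (at most 0.0719). Hmgb1 was higher by 0.24 (0.0486), a call that was lost without any 1 kidney but 33D2 (up to 0.134 without 33C4). Over the 13 genes of this kind 1 was higher and 2 lower, by either adjustment (1 and 2 adjusted over the list alone), with a median of −0.35 (camera, adjusted p = 0.0606, and adjusted p = 0.62 with an estimated correlation). The study chose these genes, and the list passed without 33C3, 33D2, 33D4 or 33D5 (0.0214 to 0.159 over the kidneys left out).
DNA repair genes went both ways. In kidneys labelled CCN2 KO IRI the strand break sensor Parp1 was higher by 0.63 (adjusted p = 0.00544), Mdc1, which binds γH2AX, by 0.53 and the mismatch repair gene Msh6 by 0.40, while Ercc1, an excision repair nuclease, fell by 0.74 (0.00796). On that list of 31, 3 were higher and 1 lower by either adjustment (3 and 1 adjusted over the list alone), and it did not pass (median 0.16, adjusted p = 0.297, and adjusted p = 0.603 with an estimated correlation). Ligands of the EGF receptor moved apart, with Areg and Hbegf lower by −2.75 and −1.42 and Egf higher, and the receptor gene Erbb2 was higher by 0.79 (0.00663). The keratinocyte envelope gene Sprr2f fell by 3.65, the superoxide dismutase gene Sod1 by 0.37 and the collecting duct water channel Aqp2 by 0.87, while Vim was higher by 0.74. Cyr61, a CCN family member like CCN2, did not pass (−1.41, adjusted p = 0.0679), except without 33D3 (0.049, up to 0.156 without 33C1). Cpt1a, which brings fatty acids into mitochondria, was higher by 0.69 and the clock output gene Hlf by 0.69, whereas Ciart fell by 0.97. Of the macrophage genes C1qa was higher by 1.25 and Lyz2, at 0.90, did not pass (0.0594), except without 33D5 (0.0357, up to 0.187 without 33C4). The neutrophil gene S100a8 rose after IRI by 3.45 in WT and 3.50 in CCN2 KO kidneys, and by 1.92 and 1.97 with the title prefix as a block, since the 4 sham kidneys with prefix 32 lay at the floor. In WT kidneys Cd68 rose by 1.97 and Retnlg by 3.01, where 32A1 and 32A2 lay at the floor for Retnlg. Retnlg did not pass in CCN2 KO kidneys (0.65, adjusted p = 0.375), and neither its difference of responses (0.158) nor CCN2 KO IRI against WT IRI (0.694) passed. Of the 16 genes called here between CCN2 KO IRI and WT IRI, 7 passed without 33C4, 8 without 33C3, 9 without 33D4, 11 without 33C1, 33D2 or 33D6, 13 without 33D3, 14 without 33C2 and 15 without 33D5 (adjusted p at most 0.165).
The lists that hold these genes mostly did not pass between CCN2 KO IRI and WT IRI, and no theme among them was chosen by the study. Tubular injury markers did, with 1 of 22 higher and 3 lower by either adjustment (1 and 3 adjusted over the list alone), a median of −0.40 and adjusted p = 0.0341 by camera (adjusted p = 0.62 with an estimated correlation). That call was lost without 33C4, 33D3 or 33D6 (at most 0.138), and after the trend on exon length was removed (0.117). So did fatty acid oxidation, with 1 of 25 higher (1 adjusted over the list alone), a median of 0.20 and adjusted p = 0.0315 (adjusted p = 0.644 with an estimated correlation), lost without 33C2, 33D2 or 33D3 (at most 0.107). YAP and TEAD targets (median 0.20, adjusted p = 0.0644) ranged from 0.0419 to 0.222 and passed without 33C1, 33C2, 33C3, 33D3 or 33D6. Macrophage and dendritic cell markers (0.79, adjusted p = 0.0894) ranged from 0.0274 to 0.264 and passed without 33C2, 33D5 or 33D6, and after the length correction (0.0158). Collecting duct markers (0.29, adjusted p = 0.33), NADPH oxidases and ROS enzymes (−0.03, 0.485), EGF receptor ligands and receptors (−0.08, 0.778), NRF2 targets (−0.03, 0.813) and the circadian clock (−0.10, 0.996) did not pass with any 1 kidney left out.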
